# Genome-Wide Identification of Long Noncoding RNA and Their Potential Interactors in *ISWI* Mutants

**DOI:** 10.3390/ijms23116247

**Published:** 2022-06-02

**Authors:** Ludan Zhang, Shuai Zhang, Ruixue Wang, Lin Sun

**Keywords:** ISWI, chromatin remodel, long non-coding RNA (lncRNA), transposable elements, embryo TSA-FISH

## Abstract

Long non-coding RNAs (lncRNAs) have been identified as key regulators of gene expression and participate in many vital physiological processes. Chromatin remodeling, being an important epigenetic modification, has been identified in many biological activities as well. However, the regulatory mechanism of lncRNA in chromatin remodeling remains unclear. In order to characterize the genome-wide lncRNA expression and their potential interacting factors during this process in *Drosophila*, we investigated the expression pattern of lncRNAs and mRNAs based on the transcriptome analyses and found significant differences between lncRNAs and mRNAs. Then, we performed TSA-FISH experiments of candidate lncRNAs and their potential interactors that have different functions in *Drosophila* embryos to determine their expression pattern. In addition, we also analyzed the expression of transposable elements (TEs) and their interactors to explore their expression in *ISWI* mutants. Our results provide a new perspective for understanding the possible regulatory mechanism of lncRNAs and TEs as well as their targets in chromatin remodeling.

## 1. Introduction

ISWI is a member of the SWI2/SNF2 family of chromatin remodeling factors and is found in several different chromatin remodeling complexes in *Drosophila* [1]. In vivo, ISWI complexes are involved in the regulation of important physiological activities, such as gene transcription, heterochromatin formation, and X chromosome inactivation [2]. Among the six known ISWI complexes in *Drosophila*, NURF, NoRC, and ToRC are significantly involved in transcriptional activation, whereas RSF, ACF, and CHRAC use their nucleosome remodeling activity to close gaps in the nucleosome array during chromatin assembly or after division, thereby improving chromatin fiber stability and foldability [3]. So far, all ISWI complexes that have been studied change their nucleosome positions by repositioning histone octamers along DNA. This process is called nucleosome sliding [4]. Studies have demonstrated that one of ISWI’s complexes, NURF, can reshape nucleosomes to activate genes in chromatin, and it has been suggested that its functions may be particularly needed during transcriptional initiation [5]. The loss of ACF1, a subunit of the ISWI complex ACF, can seriously affect ovarian development and lead to tumor formation [3]. However, how ISWI complexes target and regulate biological processes remain largely unknown.

Long non-coding RNAs (lncRNAs) usually refer to non-coding RNA transcripts with lengths of more than 200 nt, high spatiotemporal specificity, and a conserved secondary structure [6]. New evidence suggests that despite their low coding potential, lncRNAs play roles in many cellular processes, including gene regulation, apoptosis, and embryonic development. Four functional types of lncRNA, including signal, bait, guidance and support, have been identified [7]. Based on the genomic location of these lncRNAs, they can be divided into four groups: intronic-lncRNAs generated in gene intron regions, lincRNAs generated between two genes, sense-lncRNAs generated in the sense chain, and antisense lncRNAs generated in the gene antisense chain [8]. In general, lncRNAs affect gene expression at three main levels: chromatin regulation, transcriptional regulation, and post-transcriptional regulation [9,10]. Many lncRNAs localize to chromatin to interact with proteins to promote or inhibit their binding and activity in target DNA regions [9,11]. The relative position of lncRNAs and their neighboring genes are key determinants of their regulatory relationships. Since lncRNA transcription has been found to be evolutionarily conserved, the genomic distribution of lncRNAs can represent evolutionary adaptations of genes [9,12]. In addition to their roles in transcriptional regulation and nuclear organization, lncRNAs control several other aspects of gene expression. However, lncRNAs function primarily through their ability to establish interactions with proteins and nucleic acids [9,13]. Compared with human and mouse lncRNAs, *Drosophila* lncRNAs have been studied less. Some important lncRNAs have been found to be associated with the *Drosophila* male-specific lethal (MSL) complex. LncRNA roX1 and roX2 are components of the MSL complex, that assist MSL2 in binding to other subunits of the complex and target the X chromosome in male *Drosophila* [14].

Studies have shown that there are some sequence similarities between lncRNAs and transposable elements (TEs) [15]. This similarity can be explained because they evolutionarily derive from TEs. TEs are repetitive, movable genomic sequences with the ability to integrate into new sites in the genome [16]. Transposon activation is critical at different developmental stages [17]. The simplest mechanism by which TEs can cause chromosomal rearrangements is through participation in an ectopic recombination event [18]. They are ubiquitous in all living organisms, including plants and animals, and make up 45% of the human genome and at least 80% of the maize genome [19,20,21]. The *Drosophila* melanogaster genome is one of the best studied eukaryotic genomes and while only about 20% of the genome consists of TEs, at least 30% of these elements are full length and believed to be active [22,23]. In addition to their sequence similarity, studies have confirmed that lncRNA embedded-TEs can regulate the expression, localization, and tissue specificity of lncRNA [24].

In this study, we explored the possible relationship between ISWI and lncRNAs. Based on the transcriptome sequencing results of *ISWI* mutant and wild-type *Drosophila*, we identified the global long non-coding RNAs and their potential interactors in chromatin remodeling complexes, and screened some TEs that might be involved as well. In addition, the expression patterns of some lncRNAs and their co-expressed genes were investigated through embryonic TSA-FISH experiments.

## 2. Results

### 2.1. Hybridization and Identification of ISWI Mutation Lines

Homozygous *ISWI* mutations lead to the death of *Drosophila* male adults, so we performed genetic hybridization with two ISWI point mutation strains (*y w*; *ISWI1/CyO·GFP*, *y w*; *ISWI2/CyO·GFP*). Both ISWI1 and ISWI2 are located on chromosome 2 with green fluorescent protein GFP on the balancer chromosome. We performed immunofluorescence staining of male and female *Drosophila* third instar larvae salivary gland chromosomes (Figure 1).

The *Drosophila* RNA-binding protein Sex-lethal (Sxl) controls female development [25]. In female *Drosophila*, SXL undergoes alternative splicing. Active SXL affects the synthesis of the downstream MSL2 protein. In male flies, the exon 3 of SXL (including the terminator) is not spliced, SXL is inactivated, and the downstream MSL2 protein can be synthesized normally. MSL2 recruits other components around the X chromosome to form the MSL complex targeting the X chromosome of male *Drosophila* [26]. Salivary gland polytene chromosome results showed a clear red SXL signal and no green MSL2 protein antibody signal in the females of wild-type and *ISWI* mutant samples (Figure 1a,c). In contrast, the green MSL2 protein signal was evident in male flies and enriched on the X chromosome (Figure 1b). Compared with wild-type male *Drosophila*, the X chromosome was shown to be significantly decondensed and shortened in *ISWI* mutant males (Figure 1d). This morphologic change of X chromosome with bouts phenotype in male Drosophila is found to be characteristic of ISWI mutants [27]. The results showed that the mutant strain ISWI1/ISWI2 was correctly constructed.

### 2.2. Identification and Genomic Characteristics of lncRNAs and mRNAs

The third instar larvae of wild-type and *ISWI* mutants were collected, and three RNA replicates from every group were extracted and sequenced. 

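RNA came from the third instar larvae of 4 groups, control females, control males, *ISWI* mutant females and *ISWI* mutant males, with 3 replicates per group and about 20 larvae per replicate. The mutants were ISWI1/ISWI2 in a *yw* background and the controls were wild type, so the strain background changed together with the genotype. The libraries were depleted of ribosomal RNA, and the reads were trimmed with Trimmomatic, mapped with HISAT2, assembled and quantified per transcript with StringTie and normalized in DESeq2 by the authors. The deposited table holds the normalized counts of 41081 transcripts in each of the 12 libraries. Multiplying each library by its size factor, between 0.798 and 1.59, gave whole reads within 0.01 for 100% of the values of up to 1000 reads. The reads recovered in this way came to between 89290368 and 119202607 per library. Their median was 103818355 in control females, with a range from 97395769 to 119202607, and 97111703 in control males, with a range from 90323500 to 110666955. In mutant females the median was 93654159, with a range from 89290368 to 97732800, and in mutant males it was 92696855, with a range from 92223391 to 98799391. The 10 most abundant transcripts held between 16.9% and 31.9% of the reads of a library. The share of transcripts without a read was between 8.46% and 21.0%. Spearman's rho between replicate libraries of a group, across transcripts, which are not independent replicates, was between 0.822 and 0.890. The 35284 transcripts with a normalized count of at least 10 in at least 3 libraries were tested with limma on log2(normalized count + 1), with all 12 libraries in one fit of the 4 groups. Transcripts with a Benjamini-Hochberg adjusted p-value under 0.05 were called differentially expressed (DE). The log2 fold changes are on this scale, which understates the change of transcripts with low counts.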

We used raw data to obtain lncRNAs and mRNAs through assembly and prediction methods as shown in Figure 2a (explained in detail in the Section 4).

First, we compared transcripts with known genes and lncRNAs in the *Drosophila* genome database, and found 27,656 known mRNA transcripts and 1859 known lncRNA transcripts. The predicted transcripts were filtered by exon number and transcript length (exon number ≥ 2, length ≥ 200 nt). Next, we analyzed the coding capacity of the filtered transcripts using the CPC tool and retained 600 possible lncRNA transcripts. We also scanned each transcript according to a six-class protein framework, and 5369 mRNA transcripts with coding function were found. 

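The table of normalized counts lists 31271 known transcripts by their FlyBase identifiers, 5969 assembled transcripts from 2342 loci, 3840 TE insertions and 1 other feature. It gives no gene names and does not separate coding from non-coding transcripts, so known mRNAs and lncRNAs, and likewise assembled mRNAs and lncRNAs, were analyzed together. All 3840 TE insertions could be matched to a symbol, and the part of the symbol before the braces gave 153 families. An insertion whose symbol names no family, such as RR51007, was counted as a family of its own. The filter on low counts kept 27842 known transcripts, 5107 assembled transcripts and 2335 TE insertions.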

We refer to these assembled transcripts as novel lncRNAs and mRNAs.

To characterize the mRNA and lncRNA transcripts, we analyzed the number of exons and the transcription length of each transcript (Figure 2b,c). It was found that the number of novel lncRNA exons was higher than the number of known lncRNA exons. Most of the known lncRNAs were found to have only one exon, while the number of novel lncRNA exons was mostly 2, and there were novel lncRNAs with 4 or 5 exons. However, the number was still less than the number of mRNA exons. In terms of the transcription length, most of the mRNAs had lengths of >3000, especially the novel mRNAs, with a probability of over 70%. Most of the known lncRNAs had transcription lengths of <1000, and about 20% of the novel lncRNAs had transcription lengths of >3000. Novel lncRNAs are longer than known lncRNAs, but still shorter than protein coding mRNA. Then we analyzed the localization of mRNA and lncRNA, and found that novel mRNA was mainly concentrated on chromosome 3 (Figure 2d), while novel lncRNAs were mainly concentrated on the short and long arms of chromosome 2 (Figure 2e), which may have been determined by the number of genes on these two chromosomes.

We also analyzed the transcript types (Figure S1A). Of all the differentially expressed transcripts, 67.6% were known protein-coding RNAs, 13.1% were novel mRNAs, 9.4% were transposons, 4.5% were known and 1.5% novel lncRNAs. 

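There were 7518 transcripts that were DE in mutant females, in mutant males or in both. Of these, 5719 (76.1%) were known transcripts and 1157 (15.4%) were assembled transcripts. The other 642 (8.54%) were TE insertions, with a Wilson 95% confidence interval from 7.93% to 9.19% that covers counting error only. With the edgeR quasi-likelihood test on the recovered reads, an alternative added after the data were seen, the share of TE insertions was 10.0%.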

We classified these lncRNAs (Figure S1B), and more than half of the lncRNAs were lincRNAs (58.4%), while the remaining lncRNAs were intron lncRNA (25.4%), sense-lncRNA (9.5%), and antisense-lncRNA (6.7%). Then we performed a principal component analysis (PCA) on all mRNA and lncRNA transcripts (Figure S1C,D). The principal component analysis is based on the dimensionality reduction of all transcripts obtained. Finally, we extracted two components to replace all the transcription of the information. As can be seen from Figure S1, the PCA results of mRNA showed that the sample gaps within all groups were small. This shows that the sample difference within the group is small; however, the lncRNA results showed a larger sample gap in the male mutant. This may be because the expression level of lncRNA is not as stable as that of mRNA.

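A PCA of log2(normalized count + 1) over the tested transcripts was computed for known and for assembled transcripts separately. In both sets, mRNAs and lncRNAs were not separated. For known transcripts, the first 2 components held 34.7% and 19.0% of the variance. The mean distance between replicates on these components was 14.9 in control females, 41.8 in control males, 40.1 in mutant females and 106 in mutant males. For assembled transcripts, the components held 34.1% and 10.9% of the variance. The mean distance between replicates was then 8.96 in control females, 22.8 in control males, 14.8 in mutant females and 36.1 in mutant males. The gap was largest in mutant males in both sets, and mutant male replicate 2 lay apart from replicates 1 and 3.

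**Figure D1:**
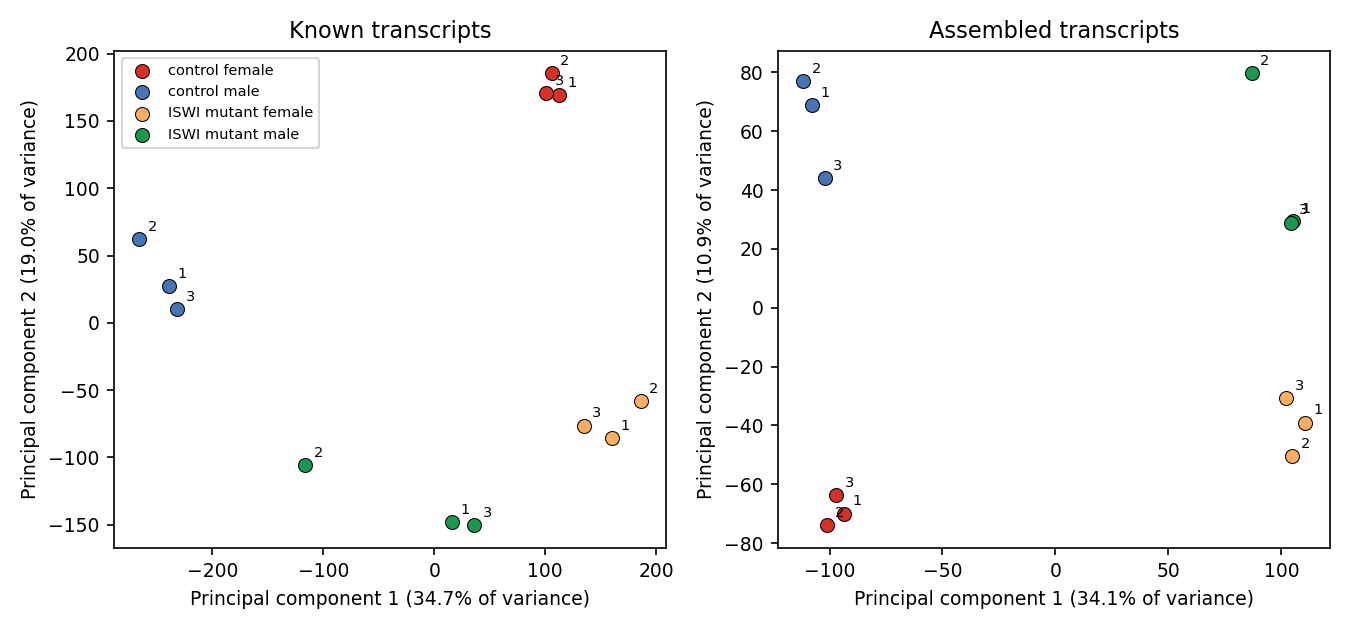
Scores of the 12 libraries on principal components 1 and 2 of log2(normalized count + 1), for known transcripts and for assembled transcripts. Each point is a library labelled with its replicate number, and the mutant male libraries lie farthest apart, at mean distances of 106 and 36.1.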

### 2.3. LncRNAs Expression Changes Significantly in ISWI-Mutated Background

In order to explore the effect of *ISWI* mutation on the global gene expression of *Drosophila*, especially on lncRNA, we analyzed the gene expression of all transcripts and compared them with wild-type *Drosophila* to obtain the gene expression ratio distribution of *ISWI* mutant and wild-type *Drosophila* (Figure 3).

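Normalized counts were averaged over the 3 replicates of a group, and the ratio of mutant to control was taken for the 34634 transcripts in females and 37283 transcripts in males with a mean of at least 1. The quartiles of the log2 ratio were -0.72 and 0.84 in females and -0.91 and 0.78 in males, around medians of 0.02 and -0.08. The share of transcripts with an absolute log2 ratio above 1 was 40.8% in females and 44.3% in males. The median log2 ratio of known transcripts was -0.15 in males. That of assembled transcripts was -0.01 in females and 0.11 in males, and that of TE insertions was 0.06 in females and 0.38 in males. The interquartile range of the log2 ratio was 1.97 in females and 1.95 in males for assembled transcripts, against 1.47 and 1.64 for known transcripts. The position on the X chromosome or an autosome is not in the table, so the distributions cover all chromosomes. Median log2 fold changes from edgeR, computed with its own normalization, moved the median of males most, to -0.12.

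**Figure D2:**
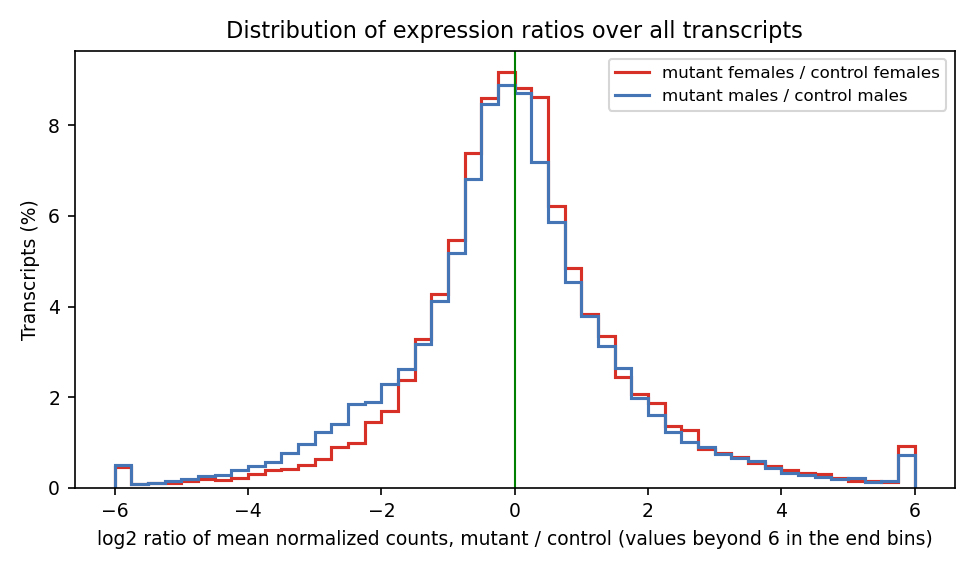
Percentage of transcripts by the log2 ratio of mean normalized counts in mutants to controls, in bins of 0.25, for females and males, with the green line at 0. The lower quartile is -0.91 in males and -0.72 in females.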

In mutant female *Drosophila*, there was no significant difference in the expression distribution of mRNA and lncRNA transcripts on the X chromosome. The highest peak appeared at the solid green line (Log2 (Ratio) = 0.0), where mRNA expression did not change significantly. The numbers of up-regulated and down-regulated transcripts on the X chromosome of female mutant flies were similar (Figure 3a). The peak of the mRNA transcripts located on autosomes was still at the solid green line, but the distribution of lncRNAs was significantly different from that of mRNA transcripts. LncRNAs near the solid green line decreased, and two peaks appeared on both sides, indicating that more lncRNAs had increased or decreased. In other words, lncRNA was modulated to a greater degree (Figure 3b). In male mutant *Drosophila*, the peak of mRNA transcripts located on the X chromosome appeared on the green solid line, while the lncRNA peak appeared on the right side of the green solid line (the expression of these lncRNAs was up-regulated). In terms of the total number of lncRNA transcripts, the numbers of up-regulated and down-regulated lncRNA transcripts were similar. There was an obvious peak near log2 = 1.0, where the expression of lncRNA was upregulated twice, which may have been related to the enlargement of the X chromosome in the *ISWI* mutant (Figure 3c). It has been demonstrated that transcription factors may cooperate with chromatin remodeling complexes to regulate transcription [28], and studies have shown that mutations in transcription factors disrupt dosage compensation in *Drosophila* [29]. Therefore, we independently analyzed the transcription factors on the X chromosome (Figure S2) and found that the transcription factors on the X chromosome of the male *Drosophila* were significantly enriched in the Log2 (Ratio) range of 0–1, indicating that these transcription factors had an obvious up-regulation trend in *ISWI* mutated background (Figure S2D). The results of the lncRNA transcripts in male *Drosophila* were different from those in mRNA described above. LncRNA transcripts had a higher peak on the left side of the green solid line (the transcripts expression decreased). In the *ISWI* mutated background, the mRNA and lncRNA transcripts on the male *Drosophila* autosomes were more downregulated (Figure 3d). This may be related to the inverse effect of up-regulated transcription factors on the X chromosome.

LncRNAs were classified into four types, and an overall expression analysis of the different types was conducted (Figure 3e,f). The mean expression levels of protein-coding transcripts and lncRNA transcripts in both autosomes and X chromosomes in female *Drosophila* did not change due to *ISWI* mutations (the median was around log2 = 0). Further analysis of different types of lncRNAs showed that the average expression levels of the other three lncRNAs in autosomes, except lincRNA, were down-regulated (the median was less than 0), while the median of lincRNA was 0.43 in Log2, indicating that the average expression levels were up-regulated (Figure 3e). On the autosomes, the average expression level of protein-encoded transcripts of mutant flies was close to that of wild types (the median was −0.15), while the average expression level of lncRNA decreased to a certain extent (the median was −0.29). Among the four types of lncRNA, the lincRNA showed the most obvious downward trend (the median was −0.42). The intronic-lncRNA and sense-lncRNA showed similar downward trend (both medians were −0.20), while antisense-lncRNA did not show this downregulation (the median was 0.05). The average expression level of overall lncRNA did not show a downward trend on the X chromosome (the median was 0.04). Although lincRNA still showed a decline (the median was −0.19), antisense-lncRNA showed an obvious up-regulation trend (the median was 0.57) (Figure 3f).

Our results show that after *ISWI* mutation, the change in transcriptional expression in male *Drosophila* is greater than that in female *Drosophila*. 

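The size of the change was measured for each mutant library as the median absolute log2 ratio to the mean of the control libraries of the same sex. It was 0.84 ± 0.01 (SD, n = 3) in mutant females and 0.93 ± 0.02 (SD, n = 3) in mutant males, and every mutant male library lay above every mutant female library. The difference had p = 0.1 in a two-sided exact permutation test, which is the smallest p that 3 libraries against 3 allow. The 3 values of a sex share 1 control mean, so the SDs and this p leave out the spread of the control libraries. They therefore do not test whether the mutation acts more strongly in males. Male libraries also differed more from each other: the same measure within a group was 0.44 in control females, 0.52 in mutant females, 0.54 in control males and 0.67 in mutant males. The difference between the effects of the mutation in males and females was tested for each transcript as an interaction of sex and genotype. It was called for 282 transcripts, and for 238 of these the log2 fold change was lower in males than in females. An unadjusted p-value under 0.05 was found for 3881 transcripts. Among transcripts with at least 10 reads in every library, the interaction was called for 14. From the ratio distributions in females and males, the paper concludes that expression changes more in mutant males than in mutant females.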

Compared with mRNA transcripts, lncRNA transcription rate is significantly higher in presence of ISWI mutation.

### 2.4. Differentially Expressed mRNAs and lncRNAs

We analyzed the differentially expressed mRNAs and lncRNAs of the *ISWI* mutant line and wild type line in males and females (Figure S3A,B). In ISWI female mutants (IF), there were 6964 differentially expressed mRNAs (3814 up-regulated and 3150 down-regulated), and in ISWI male mutants (IM), there were 7109 differentially expressed mRNAs (3238 up-regulated and 3881 down-regulated). 

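In mutant females, 4518 transcripts were DE, of which 2513 were up-regulated and 2005 down-regulated. In mutant males, 5726 transcripts were DE, of which 2507 were up-regulated and 3219 down-regulated. The DE transcripts of females comprised 3240 known transcripts (1793 up-regulated and 1447 down-regulated), 793 assembled transcripts (417 up-regulated and 376 down-regulated) and 485 TE insertions. In males they comprised 4370 known transcripts (1616 up-regulated and 2754 down-regulated), 880 assembled transcripts (504 up-regulated and 376 down-regulated) and 476 TE insertions. With DESeq2 on the recovered reads, the numbers were 8433 in females and 8529 in males. With each sex fitted separately they were 4821 and 3042, so which sex has more DE transcripts depends on the fit. All 3 mutant libraries lay above or all below the 3 control libraries for 12516 transcripts (35.5%) in females and 12088 (34.3%) in males, where chance gives 10%. Among the largest rises, the known transcript FBtr0085078 had a normalized count of 9.23 ± 16.0 (SD, n = 3) in control females and 66126 ± 19080 in mutant females, a log2 fold change of 14.36 (standard error 2.35, adjusted p = 0.0033 from limma). The TE insertion diver2{}1632 was at 0 in control males and at 86331 ± 16041 in mutant males, at least 30615-fold higher (adjusted p = 8.7e-05). The assembled transcript MSTRG.17438.2 was at 0 in control females and at 30095 ± 6579 in mutant females, at least 11489-fold higher, with an adjusted p of 0.014 from limma and 0.057 from the edgeR quasi-likelihood test. MSTRG.2811.10 and MSTRG.6185.6 were both at 0 in control males, and in mutant males they were at least 28991-fold and 9546-fold higher; the adjusted p of MSTRG.2811.10 was 6.1e-04 from limma and 1 from DESeq2. Among the largest falls, the known transcript FBtr0088898 had 151949 ± 17558 in control males and 7.03 ± 4.37 in mutant males, a log2 fold change of -14.34 (standard error 2.32, adjusted p = 0.0028). In females, MSTRG.15515.1, MSTRG.9886.1 and MSTRG.5478.3 were at least 1203-fold, 1170-fold and 2569-fold lower in mutants, and in males MSTRG.8384.1 and MSTRG.13735.2 were at least 1780-fold and 1844-fold lower. MSTRG.5478.3 is the one of these whose effect differed between the sexes, with an interaction of 9.80 (standard error 1.27, adjusted p = 0.0066).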

There were 412 lncRNAs (218 up-regulated and 194 down-regulated) in female mutants and 426 lncRNAs (222 up-regulated and 204 down-regulated) in male mutants.

We performed a cluster heat map analysis on these mRNAs and lncRNAs (Figure S3C,D). Due to the large number of genes, some specific contents were difficult to observe, so they were generally used to display the overall differential expression trend. It can be seen that in the clustering heat map, female and male mutants are clustered together, indicating that changes in gene expression caused by *ISWI* mutations are greater than differences between genders.

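Distances between libraries were computed on log2(normalized count + 2) over all 35284 tested transcripts. Genotype explained 25.9% of the squared distance, sex 22.6%, and the remaining 51.5% holds the interaction of the 2 and the differences within groups. Genotype and sex each had p = 0.005 when genotype was permuted within sex and sex within genotype, which is the smallest p that the 400 assignments of an exact permutation test allow. Within groups the mean distance was 1.83 in control females, 1.96 in control males, 2.05 in mutant females and 2.13 in mutant males. The mean distance was 2.31 between mutant females and mutant males and 2.72 between control females and control males. Larvae of both sexes in the mutant male libraries were not excluded, and they would shorten the distance between mutant females and mutant males. The mean distance between the genotypes was 2.53 in females and 2.68 in males. Average-linkage clustering into 2 clusters set the control males apart from the other 9 libraries, and clustering into 4 clusters gave the 4 groups. Over the 7518 transcripts called in either sex, which were chosen for a difference between genotypes, genotype explained 53.3% and sex 24.1%, and the 2 clusters were the genotypes. By class, genotype explained 21.4% and sex 28.2% for known transcripts, 34.0% and 10.5% for assembled transcripts, and 52.9% and 6.88% for TE insertions. Among transcripts with at least 10 reads in every library, genotype explained 38.1% and sex 11.7%.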

Subsequently, we analyzed known mRNAs and lncRNAs. 

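Of the known transcripts, mRNAs and lncRNAs together, 2398 were up-regulated in at least one sex. Of these, 1011 were up-regulated in both, 782 in females but not in males and 605 in males but not in females. There were 3368 known transcripts down-regulated in at least one sex, of which 833 were down-regulated in both, 614 in females but not in males and 1921 in males but not in females. A further comparison of the sexes found 47 known transcripts up-regulated in one sex and down-regulated in the other, which both numbers include. A transcript called in one sex alone was not thereby tested for a difference between the sexes.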

We found 4148 up-regulated genes (1582 in both sexes) and 4553 down-regulated genes (1423 in both sexes) (Figure 4a,b). There are 190 up-regulated lncRNAs (31 in both sexes) (Figure 4c) and 205 down-regulated lncRNAs (49 in both sexes) (Figure 4d). The differentially expressed lncRNAs were analyzed in both sexes (Figure S4A). About 91 lncRNAs were differentially expressed in both sexes, and these lncRNAs were divided into four categories according to different expression trends (both up-regulated; both down-regulated; up-regulated in females and down-regulated in males; up-regulated in females and down-regulated in males) (Figure S4C). Of the 91 DE-lncRNAs, only 3 had known functions (Figure S4B).

We performed a GO functional enrichment analysis for differentially expressed mRNAs (Figure 4e). Metabolic processes, including organic acid metabolism, cellular lipid metabolism, sulfur compound metabolism and carbohydrate metabolism, were shown to be the main enrichment factors in up-regulated genes. Biological stimuli (detectable change (physical or chemical) in an organism’s environment that results in some functional activity) were also enriched in upregulated genes. The down-regulated genes were mainly concentrated in proteasome-mediated ubiquitin-dependent protein degradation, protein–DNA complex assembly, nucleosome assembly, chromosome assembly and disassembly, and the mitotic cell cycle.

KEGG pathway enrichment analysis was performed on genes corresponding to the differentially expressed mRNA transcripts. The figure shows the top 5 pathways with the most significant differential expression (Figure 4f). The up-regulated genes were mainly enriched in metabolic pathways, including the metabolism of exogenous substances through cytochrome P450, starch and sucrose, tyrosine, retinol and galactose. The down-regulated gene enrichment pathways were mainly related to the proteasome, ubiquitin-mediated proteolysis, autophagy, the folic acid carbon pool pathway and mitochondrial autophagy.

We used the protein–protein interaction (PPI) network to search for possible key genes in *ISWI* mutated fly lines. Proteins with high connectivity are more likely to be key actors in protein interaction networks. We performed the PPI analysis on up-regulated and down-regulated genes in *ISWI* mutant and wild-type *Drosophila*, respectively (Figure S5A,B), and identified the top 20 genes with connectivity (Figure S5C,D).

Proteins that directly interact with ISWI were screened from up-regulated and down-regulated interacting proteins (Figure S6A,C). Genes that encode these proteins were analyzed for functional enrichment. Among the upregulated genes, few were directly connected with ISWI, and their functions were mainly significantly enriched in nucleic acid metabolism regulation, chromatin remodeling, DNA repair, anterior and posterior end pattern specification, and digestive system development (Figure S6B). Among the down-regulated genes, many genes were found to directly interact with ISWI, and their functions were mainly concentrated in DNA conformation change, mitosis, RNA synthesis regulation, chromatin remodeling and central nervous system development (Figure S6D). Another important hub gene screening method is the MCODE software package analysis (Figure S6E–H). Many ISWI-related modules were identified in upregulated genes, whose functions were mainly enriched in the actin cytoskeleton, the DNA damage response, endocytosis, the meiotic cell cycle and maturation (Figure S6F). There were only nine genes in the down-regulated gene module, which were enriched in chromatin remodeling, cell proliferation regulation, histone modification, proteasome protein decomposition, and larval and pupal morphogenesis (Figure S6H).

### 2.5. Potential Interactors of DE-lncRNAs

To search for possible interactor genes of DE-lncRNAs in *ISWI* mutants, we analyzed lncRNAs and their interactors. As a key factor in chromatin remodeling, ISWI plays an important role in many physiological activities. Differentially expressed genes (DEGs) were classified according to their functions, and seven genes with important functions and high connection degree were selected as ovarian development (Figure 5), transcription (Figure 6), and dosage-sensitive factors (Figure 7). We found that some known lncRNAs interacted with these genes through co-expression analysis. For example, lncRNA: *hsromge*, which is associated with nuclear spot formation, was shown to be co-expressed with E(bx) and *me31B*. LncRNA:CR44097 was found to be co-expressed with six selected genes but not *me31B*. LncRNA:CR40469 was also shown to be co-expressed with five genes. Two pairs of co-expressed lncRNAs and mRNAs with different functions were selected for subsequent embryo TSA-FISH experiments to explore their expression patterns and to speculate whether there is a possible regulatory relationship. The functions and co-expressed lncRNAs of the remaining screened genes are listed, and some lncRNAs were selected for further exploration (Figure S7) [30,31,32,33,34].

Among the ovarian-related genes, we selected *me31B*, which encodes an ATP-dependent RNA helicase and is a core component of various ribonucleic protein complexes (RNPs). It plays important roles in embryogenesis, oogenesis, neurogenesis and neurotransmission [35]. During oocyte development, *me31B* is involved in oocyte RNA localization and protein transport [36]. We analyzed DE-lncRNAs co-expressed with *me31B*, most of which were novel lncRNAs (name and function unknown) (Figure 5a). Among the known lncRNAs, only lncRNA: *hsromge* has a known function. It can generate multiple nuclear and cytoplasmic transcripts. Long nuclear transcripts bind to a variety of different ribonucleoproteins, and tissue cytoplasmic omega spots regulate a variety of cellular processes [37]. We performed a cluster analysis on *me31B* and its co-expressed lncRNAs (Figure 5b). 

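Fig. 5a shows 13 assembled lncRNAs as co-expressed with *me31B*. The labels in this and the other networks were read from the figures by eye, so a label may have been misread. All 13 were up-regulated in mutants of both sexes with an adjusted p-value under 0.05 from limma, and in each sex the mutant libraries lay above the control libraries. Their log2 fold changes ranged from 2.26 to 8.33 in females and from 2.94 to 7.47 in males. For 6 of the 13, all control libraries held at most 3 reads. The paper drew its networks from the lncRNAs it had called DE in these libraries, so these calls were partly fixed by the selection. The table does not name the transcripts of *me31B* or the known lncRNAs.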

*Me31B* was found to be downregulated in mutant *Drosophila*, but most co-expressed lncRNAs showed an increasing trend. We performed TSA-FISH on wild-type and mutant *Drosophila* embryos using *me31B* and lncRNA: *hsromge* RNA probes (see Table S1) to explore their expression and localization in embryos.

The embryonic TSA-FISH results showed that *me31B* was weakly expressed at all three stages. There was no obvious enrichment based on fluorescence quantification using the DAPI signal as a calibrator (Figure 5c) whereas lncRNA: *hsromge* was found to be significantly enriched (Figure 5d). During early embryonic development, *hsromge* was shown to be enriched in the embryo head. In the middle and late stage of development (St6-17), probe signals were found to be enriched in the amnioserosa (Figure 5d). In terms of subcellular localization, *me31B* was identified as having mainly nuclear and perinuclear localization, while the localization of *hsromge* varied according to the stage of embryo development. In the early stage, *hsromge* is located in the nucleus. In the middle and late stages of embryo development, localization occurs in and around the nucleus. This indicates that *me31B* and *hsromge* might co-locate to a certain extent (Figure 5c,d) [38,39].

In terms of the expression of RNA in embryos, *ISWI* mutations did not cause significant differences in the expression of *me31B* and *hsromge* in embryo development (St 1-5). However, with the continuous development of embryos, the expression of *me31B* decreased significantly after mutation. Downregulation of *hsromge* occurred in the late stages of embryonic development (St 12-17) (Figure 5e,f), which is consistent with our larval sequencing results (Red square in Figure 5b). This suggests that, upon *ISWI* mutation, there is a direct correlation in the expression levels of *hsromge* and *me31B*.

Among the transcription-related genes, the protein AGO2 with the highest connection degree was selected. *AGO2* is a crucial component of the RNA-induced silencing complex in siRNA-triggered RNA interference [40]. There are five different transcripts of *AGO2* in ISWI mutants. *Drosophila AGO2* contains an unusual amino-terminus with two types of imperfect glutamine-rich repeats (GRRs) of unknown function [40,41]. A large number of lncRNAs were found to be co-expressed with *AGO2*, and most of these lncRNAs were unknown (Figure 6a). In the cluster analysis of *AGO2* and lncRNAs, we found that all *AGO2* transcripts showed a down-regulation trend after mutation, and the numbers of up-regulated and down-regulated co-expressed lncRNAs were similar (Figure 6b). 

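Fig. 6a shows 45 assembled lncRNAs, of which 43 passed the filter on low counts. Of these, 27 were higher and 16 lower in mutants, each in the same direction in both sexes, and 40 were DE in both sexes in the limma test. Absolute log2 fold changes ranged from 1.85 to 8.56 in females and from 2.15 to 9.94 in males. All control libraries held at most 3 reads for 14 of the 45, and all mutant libraries for 10. A single locus gave 12 of the 45, of which 3 were higher and 9 lower in mutants. The 36 assembled transcripts of this locus had a summed normalized count of 17542 ± 4745 (SD, n = 3) in control females, 6639 ± 1987 in mutant females, 13241 ± 5922 in control males and 9646 ± 5878 in mutant males. The log2 fold change of the sum was -1.41 in females (standard error 0.49, adjusted p = 0.093 from limma) and -0.50 in males (adjusted p = 0.54). StringTie divides the reads of a locus among its transcripts, so the values of its single transcripts are uncertain.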

Among all known lncRNAs, lncRNA:CR44097 has high connection degree and is co-expressed with multiple important genes. CR44097 is located on chromosome 3R, but its molecular functions and biological processes are still unclear. We selected it for subsequent TSA-FISH studies along with *AGO2*.

As shown in Figure 6c, *AGO2* RNA probe showed no obvious enrichment trend during embryonic development. It was found to be weakly expressed at all stages of embryo development in both wild-type and mutant flies. The CR44097 results were similar, and no significant enrichment of RNA probe signals was found (Figure 6d) [38,39]. In subcellular localization, both *AGO2* and CR44097 probes showed obvious nuclear localization at the early stage of embryonic development (Figure 6c,d), with signals appearing near the edge of the nucleus. As embryos developed, the signals of the two RNA probes changed from nuclear localization (St 1-5) to perinuclear localization (St 12-17), indicating that co-localization of the two probes may exist at the subcellular level.

The probe signal showed that *ISWI* mutation resulted in decreased expression of *AGO2* at various stages of embryonic development (Figure 6e). At later stages of embryonic development (St 12-17), the result of this downregulation was similar to that of sequencing (Figure 6b). However, CR44097 had different results. The expression level of CR44097 was significantly reduced in *ISWI* mutant embryos during early embryonic development. This difference gradually diminished as the embryos continued to develop. In the final stages of development, there was no significant difference in the expression of CR44097 between mutated and wild-type embryos (Figure 6f). This trend could explain the up-regulation of CR44097 in mutant larvae (Figure 6b). The above results indicate that there may be certain interactions between *AGO2* and CR44097 (co-localization at the subcellular level). To some extent, this lncRNA may be involved in the regulation of AGO2 in *ISWI* mutation.

Studies of X and autosomal genes in embryos have shown that *ISWI* mutations can lead to overexpression of the X chromosome in male *Drosophila* at this early stage of development, suggesting that ISWI may be involved in the dosage compensation regulation of genes on the X chromosome together with the MSL complex [42]. We analyzed the expression levels of trans-acting dosage-sensitive factors in *ISWI* mutant RNA-seq data. Dosage-sensitive factors are single genes capable of a trans-acting effect, and 47 dosage-sensitive factors have been screened out by genetic techniques for trans-regulating *Drosophila* eye color [43]. In *ISWI* mutant *Drosophila*, we found significant differences in the expression of seven dosage-sensitive factors (*ash2*, *mod*, *Kr-h1*, *ap*, *Trl*, *Uba1,* and *Rb75D*). Among them, differentially expressed lncRNAs were found to be co-expressed with five dosage-sensitive factors (Figure 7a), but no lncRNAs were shown to be co-expressed with *Uba1* and *Rb75D*. We analyzed the differentially expressed lncRNAs co-expressed with these dosage-sensitive factors. Only a few lncRNAs were known, such as lncRNA:CR33938(co-expressed with *ap*) and lncRNA:CR44809(co-expressed with ash2). Cluster analysis was performed for these five dosage-sensitive factors and their co-expressed lncRNAs. The heat map showed that *ap, mod,* and *Trl* were down-regulated in the mutant, while *ash2* and *kr-h1* were up-regulated, and more co-expressed lncRNAs were up-regulated than down-regulated (Figure 7b).

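All 22 assembled lncRNAs in Fig. 7a were DE in both sexes in the limma test, 15 up-regulated and 7 down-regulated. Their absolute log2 fold changes were between 2.50 and 8.56 in females and between 2.65 and 8.48 in males. All control libraries held at most 3 reads for 8 of them, and all mutant libraries for 1. In all, 51 different assembled lncRNAs were read by eye from the 3 networks. Of these, 49 were tested, 31 were higher in mutants and 18 lower. The paper selected these lncRNAs among those DE in the same libraries, and then by their co-expression, so the calls here are not an independent result.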

The *ap* (*apterous*) gene encodes a transcription factor associated with dorsal recognition of *Drosophila* wing cells, muscle development, and nervous system development [44]. The TSA-FISH assay was performed on *ap* and its co-expressed lncRNA:CR33938(unknown function) in wild-type and *ISWI* mutant *Drosophila* embryos. No significant enrichment of *ap* and lncRNA:CR33938 was observed in *ISWI* mutant *Drosophila* embryos. Both RNA probes showed obvious nuclear localization in subcellular localization (Figure 7c,d) [38,39]. This suggests that *ap* and CR33938 may co-localize in the nucleus. It was seen that both *ap* and lncRNA:CR33938 were down-regulated to some extent after *ISWI* mutation (Figure 7e,f), which is consistent with the result obtained by sequencing (Figure 7a). Based on their common nuclear localization and common downregulation, data strongly suggest that the expression level of *ap* might be related to lncRNA:CR33938, meaning that *ap* may be a potential interactor of lncRNA:CR33938.

### 2.6. Differentially Expressed Transposons

Based on our research findings, lncRNA has a close relationship with transposons [14] and transposons play important roles in many physiological processes, such as heterochromatin formation [16]. Differentially expressed TE families were screened in the results of the transcriptional analysis. 

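A mean normalized count above 500 over the 12 libraries was found for 352 TE insertions. Of these, 184 were DE in at least one sex and 117 in both sexes, with 138 up-regulated and 46 down-regulated. With a mean above 50, there were 1177 insertions, of which 483 were DE. Insertions of a family share sequence, so reads cannot be assigned to single copies with certainty.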

We conducted a cluster analysis for DE-TEs with baseMean > 500 (Figure 8a). As expected, the expression of some transposons in *ISWI* mutant *Drosophila* strains changed significantly, and the expression levels of the HMS-Beagle family, Rt1b family and jockey family TEs all showed significant down-regulation. However, more TE families showed up-regulated expression in mutant lines, such as the 297 family, flea family, and copia family.

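The normalized counts of all insertions of a family were summed, and 150 TE families were tested. The HMS-Beagle family fell from 19069 ± 1540 (SD, n = 3) in control females to 2849 ± 192 in mutant females, a log2 fold change of -2.74 (standard error 0.35, adjusted p = 1.9e-04 from limma). In males it fell from 17574 ± 7495 to 4179 ± 2081, a log2 fold change of -2.10 (adjusted p = 0.0011). The Rt1b family had a log2 fold change of -1.28 in females (standard error 0.21, adjusted p = 0.0011) and of -0.53 in males (standard error 0.21, adjusted p = 0.096). The jockey family had a log2 fold change of -0.68 in females (standard error 0.20, adjusted p = 0.024) and of -0.38 in males (standard error 0.20, adjusted p = 0.21). In 4 of the 6 fits that each left out one female replicate, the adjusted p of the jockey family in females was above 0.05, between 0.0581 and 0.094. Without mutant male replicate 2, the Rt1b family in males had a log2 fold change of -0.79 (adjusted p = 0.0037). The interaction of sex and genotype was not called for these families (adjusted p = 0.55, 0.28 and 0.62). Of the insertions, 11 of HMS-Beagle, 14 of Rt1b and 12 of jockey were down-regulated in females, and 11, 8 and 2 in males. In at least one sex, 12, 15 and 17 insertions of these families were DE, so some DE insertions of jockey were up-regulated. Among the DE insertions with a mean above 500, all 5 of Rt1b and all 11 of jockey were down-regulated, 4 and 1 of them also in males.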

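Of the 150 families, 54 changed in mutant females, 36 of them up-regulated and 18 down-regulated. In mutant males 45 changed, 40 up-regulated and 5 down-regulated. There were 28 families up-regulated in both sexes and 4 down-regulated in both. The interaction was called for 0 families, and 23 had an unadjusted p-value under 0.05. The summed count of the 297 family rose from 13264 ± 1274 (SD, n = 3) to 29263 ± 2067 in females, a log2 fold change of 1.14 (standard error 0.25, adjusted p = 0.0051 from limma), and its log2 fold change in males was 1.39 (adjusted p = 0.0015). The flea family rose from 18862 ± 407 to 118968 ± 9660 in females, a log2 fold change of 2.65 (standard error 0.17, adjusted p = 8.7e-07), and by 3.23 in males (adjusted p = 1.2e-07). The copia family rose from 339797 ± 65350 to 1703599 ± 467653 in females and from 252448 ± 42902 to 2713312 ± 811026 in males. Its log2 fold changes were 2.31 (standard error 0.30, adjusted p = 1.9e-04) and 3.39 (adjusted p = 8.8e-06). With DESeq2, 60 families changed in females and 52 in males.

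**Figure D3:**
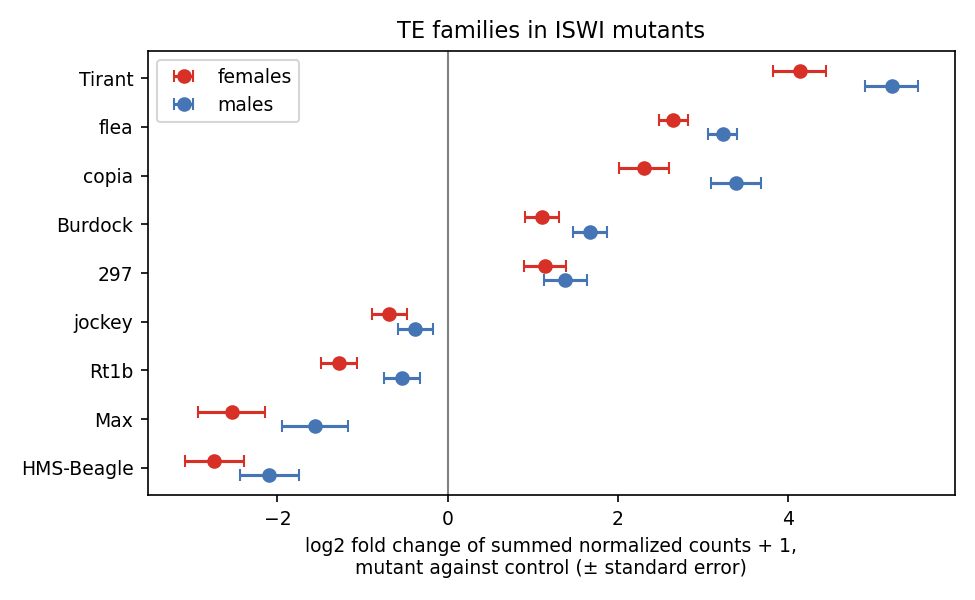
Log2 fold change of the summed normalized counts of 9 TE families in mutants against controls, for females and males, with standard errors as bars. Tirant, flea, copia, Burdock and 297 lie above 0 in both sexes, and jockey, Rt1b, Max and HMS-Beagle below 0.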

We analyzed these TE families. The top 10 TEs were ranked according to the number of DE-TEs, their proportions in the whole family and their expression levels (baseMean) (Figure S8A–C). It was found that most of the top 10 TEs belong to the copia family. 

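Of the 10 DE-TE insertions with the highest mean normalized count over the 12 libraries, 8 belong to the copia family, and the other 2 are RR51475 and diver2{}1632. The highest were copia{}837, with a mean of 53515, and copia{}631, with 52405. By the summed count of a whole family, copia came first and flea second among all families.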

In terms of the absolute number and proportion of the TE family, copia ranked 3rd and 4th respectively, indicating that there are many highly expressed TEs in the copia family. In addition to copia, Burdock, flea, 297, and Tirant were among the top 10 TE families in terms of both quantity and proportion. 

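Ranked by the number of DE insertions, copia and Doc shared rank 3 with 30 each, after INE-1 with 47 and 297 with 38. The 30 were 83.3% of the 36 copia insertions in the table. By this share copia had rank 14 among all families, and all the families above it had fewer than 5 insertions. They include single insertions whose symbols name no family, such as RR51007 and RR51475 at rank 1. Among families with at least 5 insertions it had rank 1.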

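Ranked by the number of DE insertions, flea had rank 7 with 20 of 27 insertions, Tirant rank 9 with 18 of 23, and Burdock rank 13 with 14 of 21. By the share of DE insertions among families with at least 5 insertions, flea had rank 3 (74.1%), Burdock rank 6 (66.7%) and 297 rank 9 (57.6%). Tirant stood next to copia with 78.3%. Among all families, the ranks by share were 15 for Tirant, 16 for flea, 19 for Burdock and 22 for 297. The Tirant family rose from 376 ± 95.8 (SD, n = 3) to 6687 ± 2067 in females, a log2 fold change of 4.14 (standard error 0.31, adjusted p = 2.9e-06 from limma), and by 5.22 in males (adjusted p = 3.7e-07). The Burdock family had a log2 fold change of 1.11 in females (standard error 0.20, adjusted p = 0.0017) and of 1.68 in males (adjusted p = 1.0e-04).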

We analyzed the location of TEs (Figure S8D) and found that most of the DE-TEs map on chromosome 2, which may be related to the number of transcripts on the chromosome.

We analyzed the differentially expressed genes co-expressed with differentially expressed TEs (baseMean > 500) and screened for genes related to *Drosophila* growth and development (Figure 8b). Other mRNAs were found to be associated with chromatin remodeling (Figure 8c). Two genes with high levels of expression and their co-expressed transposons were selected for the TSA-FISH experiment. 

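In control females the insertion Max{}5659 had a normalized count of 2022 ± 136 (SD, n = 3), and in mutant females 107 ± 10.4, a log2 fold change of -4.22 (standard error 0.47, adjusted p = 3.0e-04 from limma). In males it fell from 1647 ± 188 to 310.1 ± 274, a log2 fold change of -2.75 (adjusted p = 0.0038). The insertion 297{}6 rose from 268.4 ± 47.4 to 704 ± 78.5 in females, a log2 fold change of 1.40 (standard error 0.35, adjusted p = 0.026), and from 225 ± 48.0 to 835 ± 419 in males, a log2 fold change of 1.80 (adjusted p = 0.0072). For both insertions, all mutant libraries lay on one side of the control libraries of the same sex. The adjusted p of 297{}6 in females was above 0.05 in 5 of the 6 fits that each left out one female replicate, up to 0.087, and in males it was 0.059 when the sexes were fitted separately. Mutant male replicate 2 had the highest value of its group for both insertions.

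**Figure D4:**
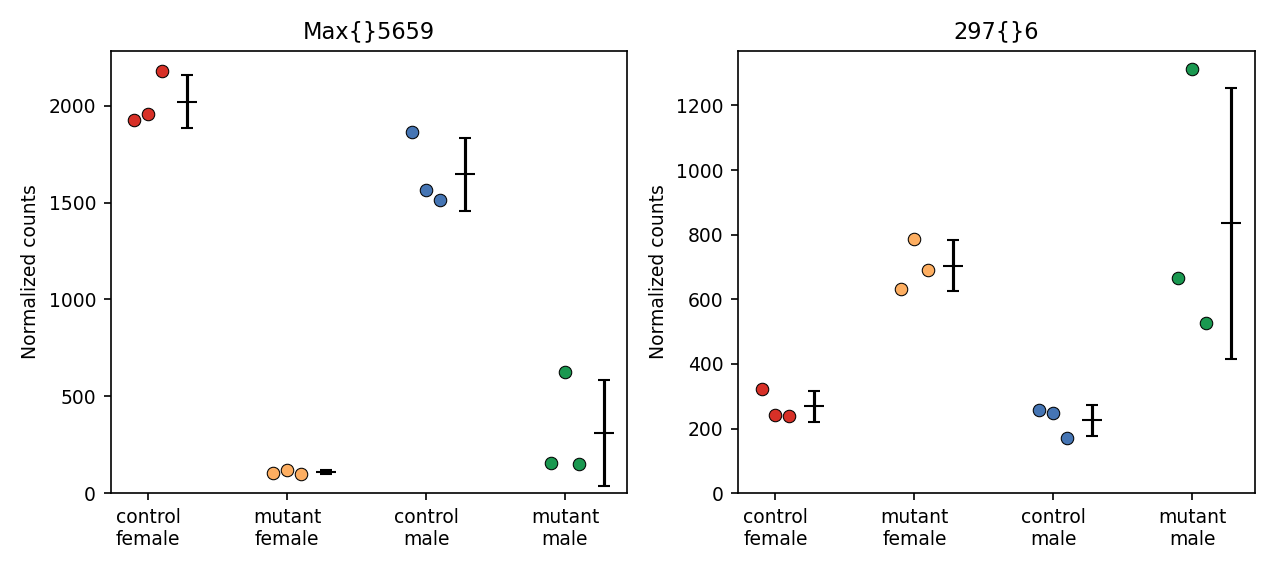
Normalized counts of the TE insertions Max{}5659 and 297{}6 in each library of the 4 groups, with the mean and SD of each group as bars (n = 3). Max{}5659 is lower and 297{}6 higher in the mutant libraries than in the control libraries of the same sex.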

We selected two TEs with different expression trends (MAX down-regulated in the mutant and 297 up-regulated in the mutant) from the DE-TEs (Figure 8a), and searched for their co-expressed genes (Figure 8b). Then we conducted embryonic TSA-FISH experiments on these two genes and their co-expressed transposons. The *Drosophila* gene *brat* encodes a tumor suppressor protein that, when mutated in neuroblasts, causes excessive proliferation of neuroblasts which, in turn, makes the brain significantly larger [45,46]. Another gene, *bent* (*bt*), encodes a large protein associated with the myosin filaments found in insect muscles that contribute to the stiffness of flight muscles. When *bt* is knocked down, the filaments that make up the *Drosophila* muscle are significantly reduced in length, resulting in a deficiency in the maintenance of the sarcomere lengths in adult muscles [47].

As shown in Figure S7A,B, the *brat* signal was significantly enriched in the embryo heads during embryonic development, and still existed in the *ISWI* mutant *Drosophila* embryos but not as obviously as in the wild-type embryos (Figure S9A). The transposon *MAX {}5659* was ubiquitously expressed throughout the embryos at all stages of embryonic development. There was no obvious enrichment (Figure S9B), and the subcellular localization of both was cytoplasmic localization (Figure S9A,B). The signal intensity of the RNA probe *brat* decreased due to *ISWI* mutation, which is consistent with the down-regulation trend shown in the larva sequencing results (Figure S9E). The relative fluorescence intensity of *MAX {}5659* in mutant *Drosophila* embryos was not significantly different from that in wild types (Figure S9F). In wild-type embryos, *bt* was found to be weakly expressed in early embryonic development without significant enrichment. However, it was significantly enriched in embryonic muscle tissue at the late stages (St 12-17). Surprisingly, this enrichment disappeared in the *ISWI* mutant embryos (Figure S9C), but there was an increase in fluorescence signal intensity (Figure S9G). This result is consistent with the up-regulation shown in the larva sequencing data. TE *297{}6*, co-expressed with *bt,* was widely expressed during the development of wild-type embryos, with no obvious location-enrichment at different stages (Figure S9D). In subcellular localization, both *bt* and *297* showed cytoplasmic localization (Figure S9C,D). In mutant embryos, the probe signal intensity of *297{}6* did not differ significantly from that of wild-type embryos (Figure S9H).

The above results show that both genes were significantly enriched in the embryos, and the enrichment of *bt* disappeared in the *ISWI* mutants. The signal intensities of RNA probes in late embryonic development were consistent with the results of larval sequencing, but the expression levels did not differ significantly in embryos due to *ISWI* mutation. With the development of embryos, the relative fluorescence intensity of the TE *MAX {}5659* probe showed a decreasing trend in the ratio of mutant to wild-type embryos, while that of the *297{}6* probe showed an increasing trend (Figure S9I). This trend may explain the differential expression of transposons in larval sequencing *(MAX {}5659* is down-regulated and *297{}6* is up-regulated).

## 3. Discussion

Chromatin is composed of nucleosomes, repeated units of histone octamers surrounded by approximately 147 bp of DNA. Nucleosomes constitute a barrier to DNA binding factors that reduce the accessibility of DNA sequences [48,49]. Therefore, in order for replication and transcription regulators to interact with DNA binding sites, the structure of chromatin, especially the location of nucleosomes, must be precisely and dynamically regulated [50]. Evidence suggests that chromatin folding or looping is also important for the regulation of enhancer and promoter interactions and for chromosome subdivision into discrete functional domains [51]. ISWI is an important chromatin remodeling factor involved in *Drosophila* transcription, chromatin remodeling, ovarian development, and other physiological activities. Mutations in the components of ISWI complexes, such as NURF [5] and ACF [3], will lead to growth and reproduction disorders in *Drosophila*. Studies have proved that the activity of ISWI is related to histone H4K16ac in vitro [4].

In this study, we obtained transcriptional sequencing data from *ISWI* mutant larvae and analyzed the characteristics and differential expression of mRNA and lncRNA in comparison with normal *Drosophila*. Our results show that the expression changes of lncRNAs following *ISWI* mutation are more obvious than those of mRNAs, and different types of lncRNAs were found to be regulated to different degrees. More interestingly, the expression levels of lncRNAs in males were shown to change more significantly than in females. In particular, the transcripts on the X chromosome appeared to undergo a certain degree of increase, which may be attributed to the abnormal enlargement of the X chromosome following *ISWI* mutation. Furthermore, it was found that ISWI might exhibit some functions related to genomic imbalance [52]. In addition, it was found that lncRNAs are more sensitive to genomic disorders in aneuploidy such as trisomy 21 syndrome (unpublished data from our lab). Thus, based on the significant differences in lncRNAs shown in this study, it is speculated that lncRNAs play an important role in the regulation of gene expression in chromatin remodeling processes.

LncRNAs have been extensively studied in many organisms [53]. LncRNAs participate in a variety of cellular processes, such as development, differentiation, and proliferation, and often contribute to the modulation of gene expression programs [9]. In addition to what we have mentioned above, lncRNA mainly affects gene expression at three levels: chromatin regulation, transcriptional regulation, and post-transcriptional regulation [10]. It also plays an important role in development [54]. In a high-throughput expression analysis of different mammalian tissues, researchers found that lncRNA may play a role in regulating cell fate determination [55]. The RNA-seq data from *Drosophila* also showed a large number of differentially expressed lncRNAs during development [56]. Studies in mice have proved that the interaction between lncRNA and PCR2 can remodel the chromatin structure [57]. In *Drosophila*, in addition to *roX1* and *roX2* mentioned above, there are some regulatory lncRNAs related to PcG and TrxG proteins [10]. Here a total of 384 known lncRNAs were analyzed in *ISWI* mutant flies, divided into lincRNA (58.4%), intronic lncRNA (25.4%), sense-lncRNA and antisense-lncRNA (9.5% and 6.7%). However, the functions of most lncRNAs have not been discovered yet; only the sequences are known at present, and relevant studies are very limited. In both male and female samples, three known functional lncRNAs (lncRNA:CR31781, lncRNA:CR43306 and lncRNA: *hsromge*) were analyzed from the 91 differentially expressed lncRNAs, and the functions of other lncRNAs need to be inferred from their co-expressed mRNA transcripts. However, among the lncRNAs with known functions, we only focused on *hsromge*, which is related to nuclear speckle formation [33]. We found that *hsromge* was significantly enriched in the amnioserosa of embryos, while at the subcellular level, we found that *hsromge* was mainly located in the nucleus at the early stage of embryogenesis. With the development of embryos, more perinuclear localization appeared. Although the mutation of *ISWI* did not lead to changes in lncRNA enrichment in embryos, the probe intensity was significantly reduced, and the expression level of the genes co-located with it also decreased. We speculated that *hsromge* might play an important role in the differential expression of genes in *ISWI* mutants. No co-expressed mRNAs were found for the other two lncRNAs, so it is possible that they play a limited regulatory role in the *ISWI* mutated background.

In *Drosophila* ovarian development, ISWI is necessary for the normal function of germline stem cells (GSC), as demonstrated in previous studies [58]. ISWI also plays an important role in transcription [5]. Studies in embryos have shown that ISWI may be related to dosage compensation [35] and may be an important mechanism to prevent the overactivation of the X chromosome in male *Drosophila* [59]. Therefore, we screened some important candidate genes through a GO analysis to assess three aspects: ovarian development, transcription, and trans-acting dosage-sensitive factors. Co-expressed lncRNAs of these genes were analyzed (absolute value of Pearson correlation coefficient greater than 0.95), and genes with high connectivity (more co-expressed lncRNAs) were screened out. Three genes were selected from different functional modules for subsequent analysis: *maternal expression at 31B* (*me31B*), which is related to ovarian development; transcription-related *Argonaute 2*(*AGO2*); and the trans-acting dosage-sensitive factor *Apterous* (*ap*). LncRNAs co-expressed with these genes were identified, and the embryo TSA-FISH assay was performed using RNA probes with better expected results. All results showed that the expression patterns of interactors at the last stage of embryonic development based on probe intensity were consistent with the RNA sequencing trend. The co-expression and co-localization results for these lncRNAs and mRNAs suggest that lncRNAs may play a role in the regulation of these mRNAs, but the specific regulatory mechanism involved needs to be further explored. At the same time, we also screened some other mRNAs and co-expressed lncRNAs. The interaction between them could be further verified by embryo experiments or immunoprecipitation experiments. This provides a new idea for exploring the possible functions and mechanisms of lncRNA.

Some lncRNAs have sequence similarity with transposable elements (TEs) [14], which can be roughly divided into two categories: DNA transposons and retrotransposons [60]. Most of the screened transposons were retrotransposons. DNA transposons move in DNA mainly by a cut-and-paste mechanism, while retrotransposons move via RNA by a copy-paste mechanism [61]. Due to the relationship between lncRNA and transposons, we also analyzed the data to explore the transposon expression existing in *ISWI* mutants, generated a differential expression heat map of transposons with high expression (baseMean > 500), and conducted a co-expression gene analysis of these transposons. Based on the differential expression in the mutants and the TSA-FISH results of the co-expressed genes, we selected two transposons that were up-regulated (*297{}6*) and down-regulated (*MAX {}5659*) in the mutants, and performed TSA-FISH experiments on the two candidate transposons and their co-expressed genes in embryos. There were no significant changes in the intensity of transposon RNA probes in mutant and wild-type embryos, but with the development of embryos, the change trend was consistent with the larval sequencing results. This may be due to the low expression of transposons in embryos, meaning that the changes in probe signal intensity were not as significant as those of mRNAs and lncRNAs. Currently, there have only been some studies on the role of transposons in chromatin remodeling in plants, and the authors of this study suggest that transposons could affect epigenetic regulation, including chromatin remodeling [59], and there have been very limited studies conducted in this area in fruit flies. Therefore, the specific functional mechanism of transposons in chromatin remodeling needs to be further studied to provide a scientific basis for understanding the global expression regulation related to chromatin remodeling.

## 4. Materials and Methods

### 4.1. Drosophila Stocks and Crosses

Flies were cultured on cornmeal dextrose medium at 25 °C. The *ISWI* mutant *Drosophila* strains used in this experiment were provided by the laboratory of James Birchler, Department of Biology, University of Missouri, USA. Their genotypes are: yw; ISWI1/CyO·GFP andyw; ISWI2/CyO·GFP. Yellow and white are two genes, and yellow controls the body color while the white controls the eye color on chromosome X. ISWI1 and ISWI2 are genes on chromosome 2. ISWI1/ISWI2 third instar larvae were collected based on non-GFP signals from the crosses.

### 4.2. Immunostaining of Chromosomes

Polytene chromosomes from the third instar larvae were dissected, fixed, and processed for antibody staining according to reference [62].

### 4.3. Embryo TSA-FISH

Designed primers were used to amplify the DNA fragments of the genes to be detected. The primers containing flanking T3 and T7 promoter elements are listed in Table S1. Detailed experimental steps are as described by Zhang S, et al. [62], and Le’cuyer et al. [63].

The embryos were divided into three groups according to the development stage. Fluorescence photos of embryos were taken with the same parameters (ZEISS Inverted Fluorescence Microscopy Observer Z1, RNA probe exposure time: 9.2 s, DAPI exposure time: 2.9 s). Fluorescence quantification was performed (Image J 1.8.0) (National Institute of Mental Health, Bethesda, MD, USA). on embryos at different development stages, and the ratio of RNA signal (red) to DAPI signal (green) was calculated. The description of embryonic and subcellular localization of signals refers to the Fly-Fish (http://fly-fish.ccbr.utoronto.ca/ accessed on 20 April 2022) and literatures [38,39].

### 4.4. RNA Extraction and Sequencing

Male and female samples of the third instar larvae of wild-type and mutant *Drosophila* were collected. There are three replicates in each group with about 20 larvae in each replicate. First, the sequencing library was constructed by removing ribosomal RNA to obtain a transcriptome containing protein-coding genes and non-coding genes. Then, the RNA library is subject to quality detection and quantification. Finally, the sequencing was performed using Illumina NovaSeq 6000 sequencers with the paired-end 150 bp protocol.

### 4.5. RNA-Seq Reads Mapping and Transcriptome Assembly

In order to have high-quality data for subsequent analysis steps, FastQC (version 0.11.9) (the Babraham Institute, Cambridge, UK) was used to assess the quality of the original reads, Trimmomatic (version 0.39) (THE USADEL LAB, Aachen, Germany) was used to filter the raw data [64]. The lower quality reads were deleted, and the remaining high-quality clean reads were mapped to the *Drosophila* genome (version 104) in conjunction with the corresponding annotation with the default parameters by the spliced reads aligner HISAT2 (version 2.2.1) (Lyda Hill Department of Bioinformatics, Dallas, TX, USA) [65]. Subsequently, SAMtools (version 1.12) (Wellcome Trust Sanger Institute, Cambridge, UK) was used to convert the alignment files from SAM to BAM format. Transcripts were assembled and quantitated using StringTie (version 2.1.5) (The Center for Computational Biology, Baltimore, MD, USA) [66]. gffcompare (version 0.11.2) (The Center for Computational Biology, Baltimore, MD, USA) was used to compare the combined GTF files with reference annotation.

### 4.6. Transcripts Filtering and Prediction

The principal pipeline employed for novel lncRNA identification was as follows “Transcripts Filtering and Prediction” (Figure 2a): (1) Single exon transcripts and transcripts less than 200 nt in length were deleted from the predicted transcripts [67]; (2) collect the positional information of the exons of the remaining transcripts, extract the genomic sequence of the corresponding exon, and fuse into a complete transcript sequence; (3) use CPC2 to assess the protein coding potential of complete transcript sequences, retaining transcripts that cannot encode proteins based on protein coding potential [68]; (4) eliminate transcripts containing any known protein coding domain, using Transeq2 in EMBOSS (version 6.6.0) (EMBOSS Credits, London, UK) to translate transcripts sequences into six possible protein domains and if the corresponding transcripts had a significant hit in the Pfam database (E-value < 1 × 10^−5^), they were discarded [69]. Using DIAMOND (version 0.9.24) (Benjamin Buchfink at the Drost lab, Tübingen, Germany) to filter out transcripts which is similar to a known protein with an E-value < 1 × 10^−5^ in the NR and the UniRef90 database [70].

### 4.7. Comparisons between lncRNAs and mRNA Transcripts

After transcripts quality control and alignment, 27,656 known mRNA and 1859 known lncRNA transcripts were analyzed. In addition to these transcripts, through filtering and prediction, we obtained 5369 novel mRNA and 600 lncRNA transcripts. We then identified all transcripts of mRNA and lncRNA in terms of exon number, transcript length, and expression level. Finally, we compared the different characteristics and localization of lncRNA and protein-coding transcripts in terms of exon number and transcript length [67].

### 4.8. Ratio Distribution

Read counts were normalized in DESeq2 and averaged across biological replicates. The ratio of each transcript was calculated by dividing the experimental value by the control value, and the logarithm was taken to make the ratio distributions. The plots were generated using ggplot2 package (version 3.3.5) in the R program (Lucent Technologies, NJ, USA).

### 4.9. Differential Expression Analysis

To analyze the differential expression of these mRNA and lncRNA, DEseq2 (version1.32.0) (Michael Love, Gillings School of Global Public Health, Chapel Hill, NC, USA) was used to analyze the data. ClusterProfiler (version 4.0.2) (Guangchuang Yu, Southern Medical University, Guangdong, China) was used for enrichment analysis. The GO annotations were provided by org.Dm.eg.db (version 3.13.0) (Bioconductor). Protein–protein interaction network analysis was conducted using online tool STRING 11.0 (https://string-db.org/ accessed on 23 March 2022) [71]. The networks were further processed by Cytoscape (version 3.7.1) (Institute for Systems Biology, Seattle, WA, USA) [72]. Heatmaps were generated using ComplexHeatmap (version 2.8.0) (Zuguang Gu, German Cancer Research Center, Heidelberg, Germany).

### 4.10. Potential Reactors of DE-lncRNA

In order to find the potential reactors of lncRNA, we calculated the Pearson correlation coefficient between all differentially expressed lncRNA and differentially expressed mRNA. LncRNA-mRNA pairs with correlation coefficients greater than 0.95 and *p*-values less than 0.05 were considered as candidates.

## Figures and Tables

**Figure 1:**
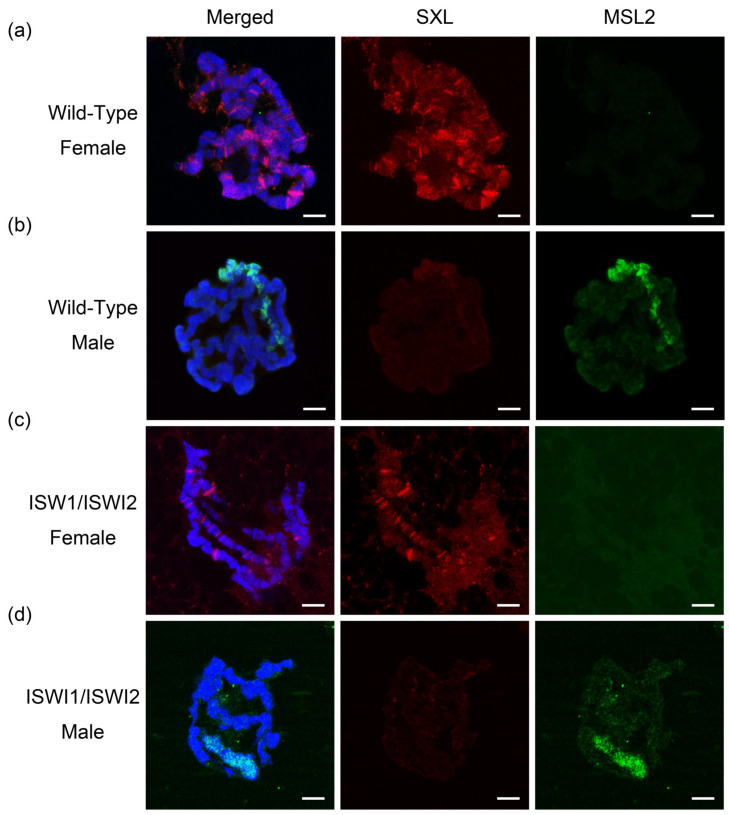
Immunofluorescence of *Drosophila* polytene chromosomes. Immunofluorescence of *Drosophila* polytene chromosomes from third instar larvae of wild-type female (**a**), wild-type male (**b**), ISWI1/ISWI2 female (**c**) and ISWI1/ISWI2 male (**d**). The red channel is the signal from SXL and the green channel is the signal from MSL2. DNA is stained with DAPI in blue. Scale bars, 5 μm.

**Figure 2:**
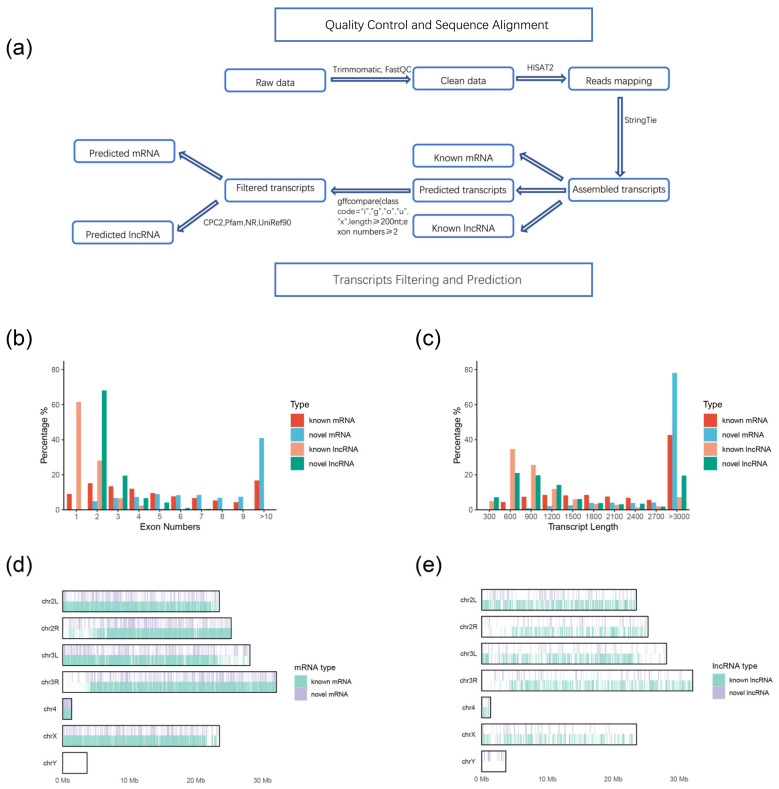
Identification and genomic characteristics of mRNAs and lncRNAs (**a**) Overview of the identification pipeline for putative mRNAs and lncRNAs in *ISWI* mutant *Drosophila*. (**b**) Distribution of exon numbers in mRNAs and lncRNAs. (**c**) Distribution of transcript length in mRNAs and lncRNAs. (**d**) The number distribution of mRNAs on the chromosome. (**e**) The number distribution of lncRNAs on the chromosome.

**Figure 3:**
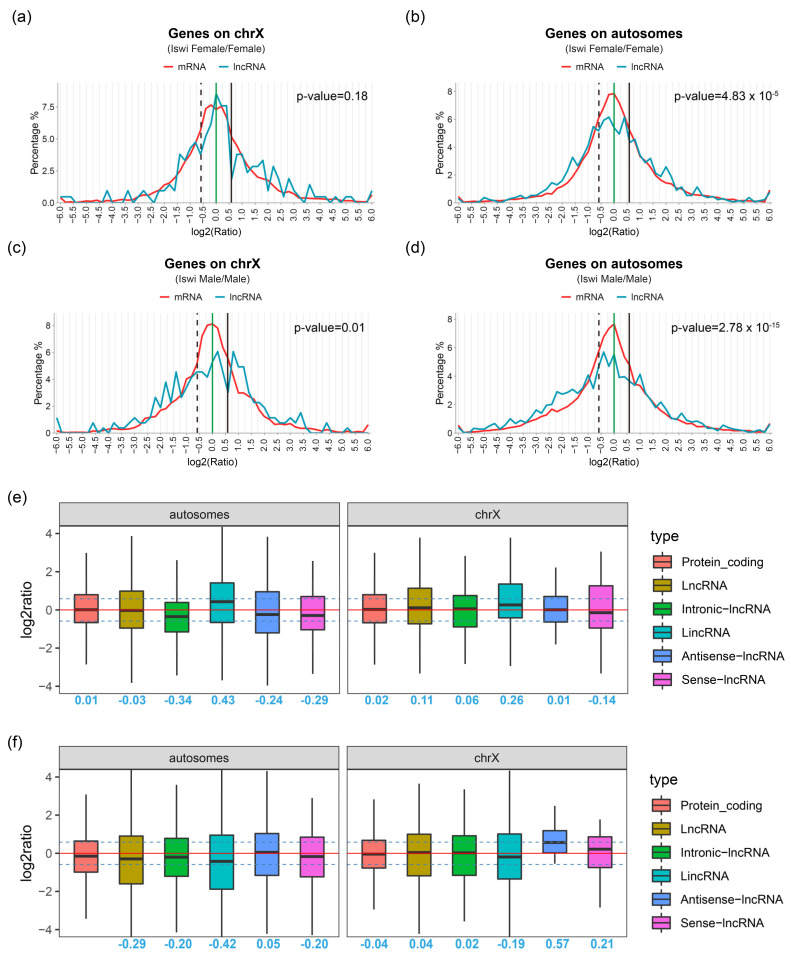
I Ratio distributions of transcripts expression in *ISWI* mutant compared with wild-type *Drosophila*. (**a**,**b**) Expression changes in transcripts on chrX (**a**) and on autosomes (**b**) in female. (**c**,**d**) Expression changes in transcripts on chrX (**c**) and on autosomes (**d**) in male. The x-axis is the logarithm base 2 of the ratio of the expression level of the transcript in the experimental group to the expression level of the transcript in the control group, which represents the relative expression level of the transcript; the ordinate is the distribution frequency of the transcript. The green vertical line represents log2 (Ratio) = 0.0, that is, Ratio = 1.0, which represents the theoretical value of dosage compensation; the black vertical line represents log2 (Ratio) = 0.58, indicating the positive dosage effect; the black dotted line shows log2 (Ratio) = −0.58, representing the inverse-dosage effect. The red line represents the frequency-relative expression distribution of the mRNA transcript, and the blue line represents the frequency-relative expression distribution of the lncRNA transcript. *p*-values are shown beside the graphs. (**e**,**f**) Box diagram of expression of different types of transcripts on autosomal and X chromosomes in female (**e**) and male (**f**). The x-axis is the transcript type and the ordinate are the log2 value of the ratio of *ISWI* mutant to wild type. The black horizontal line is the median of the box plot, the upper and lower quartiles of the box plot, and the vertical line is the upper and lower limits of the data. Medians are shown in blue number below the box plot for each group.

**Figure 4:**
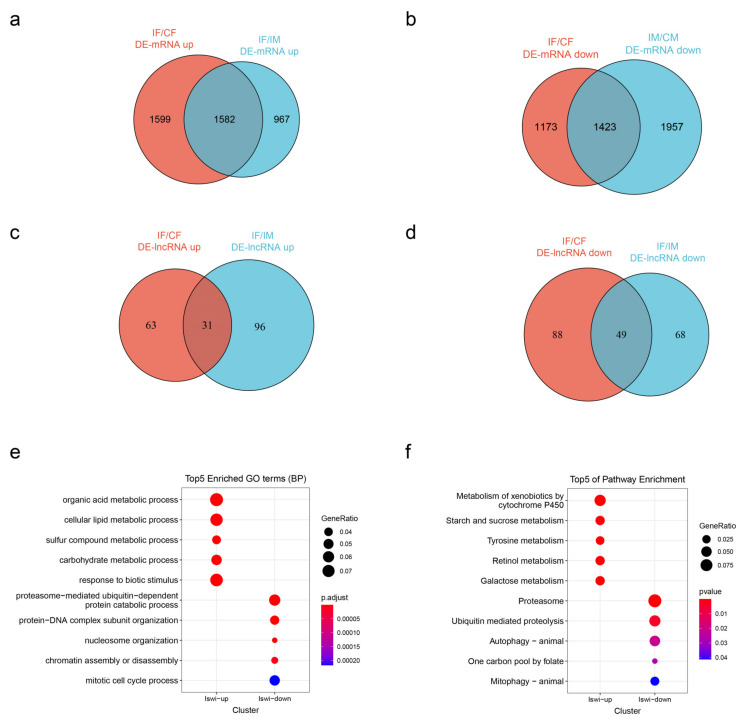
Differentially expressed known mRNAs and lncRNAs. (**a**,**b**) Venn diagrams show the number of up-regulated (**a**) and down-regulated (**b**) known-mRNAs in *ISWI* mutants/wild-type *Drosophila*. (**c**,**d**) Venn diagrams show the number of up-regulated (**c**) and down-regulated (**d**) known-lncRNAs in *ISWI* mutants/wild-type *Drosophila*. (**e**) GO enrichment analysis of differentially expressed known-mRNA. (**f**) KEGG pathway enrichment analysis of differentially expressed mRNA.

**Figure 5:**
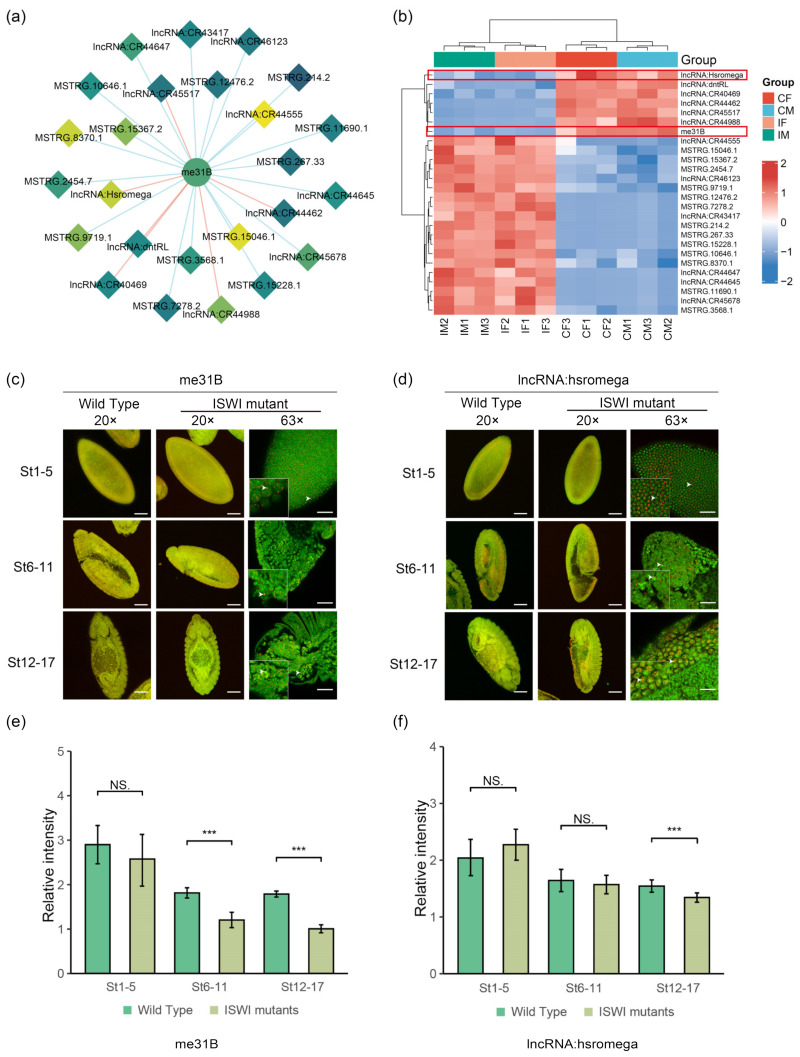
A possible interactor of DE-lncRNAs associated with ovarian development-*me31B*. (**a**) Network diagram of *me31B* and co-expressed lncRNAs. The diamond nodes represent lncRNAs, and the circle nodes represent mRNAs. The darker the color of node, the higher the degree of connection (the more co-expressed interactions). The red edge represents a positive correlation and the blue edge represents a negative correlation. (**b**) Clustering heat map of *me31B* and lncRNA expression levels in Figure 5a. (**c**,**d**) TSA-FISH results of *me31B* (**c**) and lncRNA: *hsromge* (**d**) in wild-type and mutant *Drosophila* embryos. 20×: Scale bars, 80 μm. The red pseudo-color is the signal from Probe and the green pseudo-color is the signal from nucleus. The genotype of the sample is shown in the horizontal axis above, and the development stage of the sample is shown in the left vertical axis. The red pseudo-color is the signal from Probe and the green pseudo-color is the signal from nucleus. RNA subcellular Location Patterns in mutant *Drosophila*. 63×: Scale bars, 30 μm. The white arrow head represents the subcellular localization of the probe signal. (**e**,**f**) Relative fluorescence intensity of *me31B* (**e**) and *hsromge* (**f**) signals in wild-type and mutant *Drosophila* embryos. The relative fluorescence intensity was calculated by the ratio of RNA signal to DAPI signal. The asterisk indicates *p* < 0.05 for the two-tailed Student’s *t*-test. NS. represents *p* value > 0.05 without significant difference, *** means abnormally significant difference, *p*-value was <0.001.

**Figure 6:**
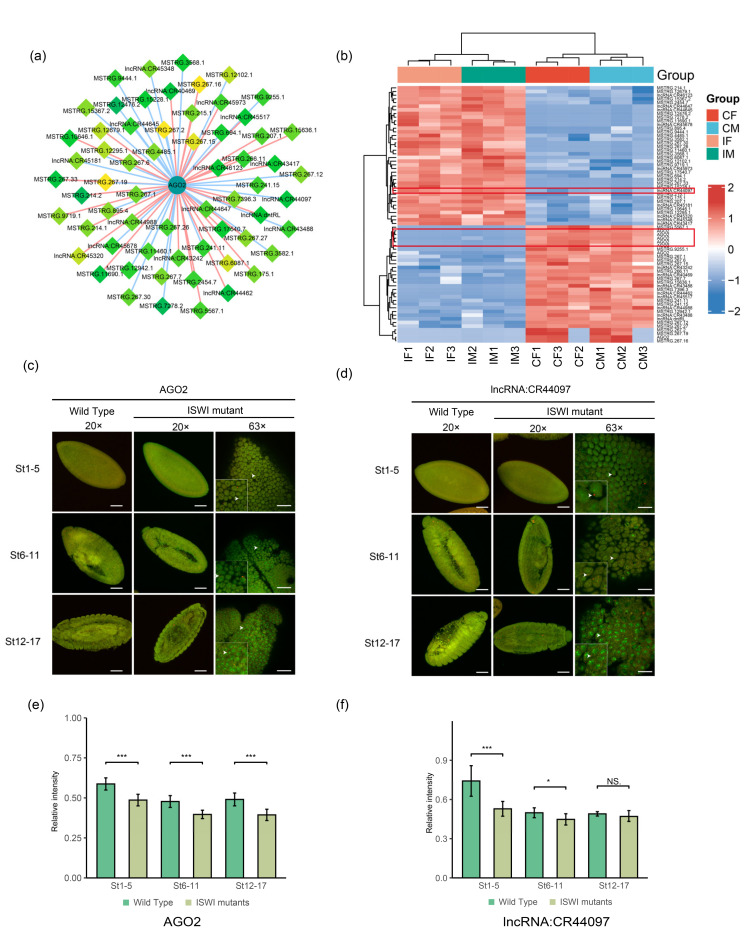
A possible interactor of DE-lncRNAs associated with transcription-*AGO2*. (**a**) Network diagram of *AGO2* and co-expressed lncRNAs. The diamond nodes represent lncRNAs, and the circle nodes represent mRNAs. The darker the color of node, the higher the degree of connection (the more co-expressed interactions). The red edge represents a positive correlation and the blue edge represents a negative correlation. (**b**) Clustering heat map of *AGO2* and lncRNA expression levels in Figure 6a. (**c**,**d**) TSA-FISH results of *AGO2* (**c**) and lncRNA:CR44097 (**d**) in wild-type and mutant *Drosophila* embryos. 20×: Scale bars, 80 μm. The red pseudo-color is the signal from Probe and the green pseudo-color is the signal from nucleus. The genotype of the sample is shown in the horizontal axis above, and the development stage of the sample is shown in the left vertical axis. The red pseudo-color is the signal from Probe and the green pseudo-color is the signal from nucleus. RNA subcellular Location Patterns in mutant *Drosophila*. 63× Scale bars, 30 μm. The white arrow head represents the subcellular localization of the probe signal. (**e**,**f**) Relative fluorescence intensity of *AGO2* (**e**) and CR44097 (**f**) signals in wild-type and mutant *Drosophila* embryos. The relative fluorescence intensity was calculated by the ratio of RNA signal to DAPI signal. The asterisk indicates *p* < 0.05 for the two-tailed student *t* test. NS. represents *p* value was >0.05 without significant difference. * means significant difference, *p* value was <0.05, *** means abnormally significant difference, *p*-value was <0.001.

**Figure 7:**
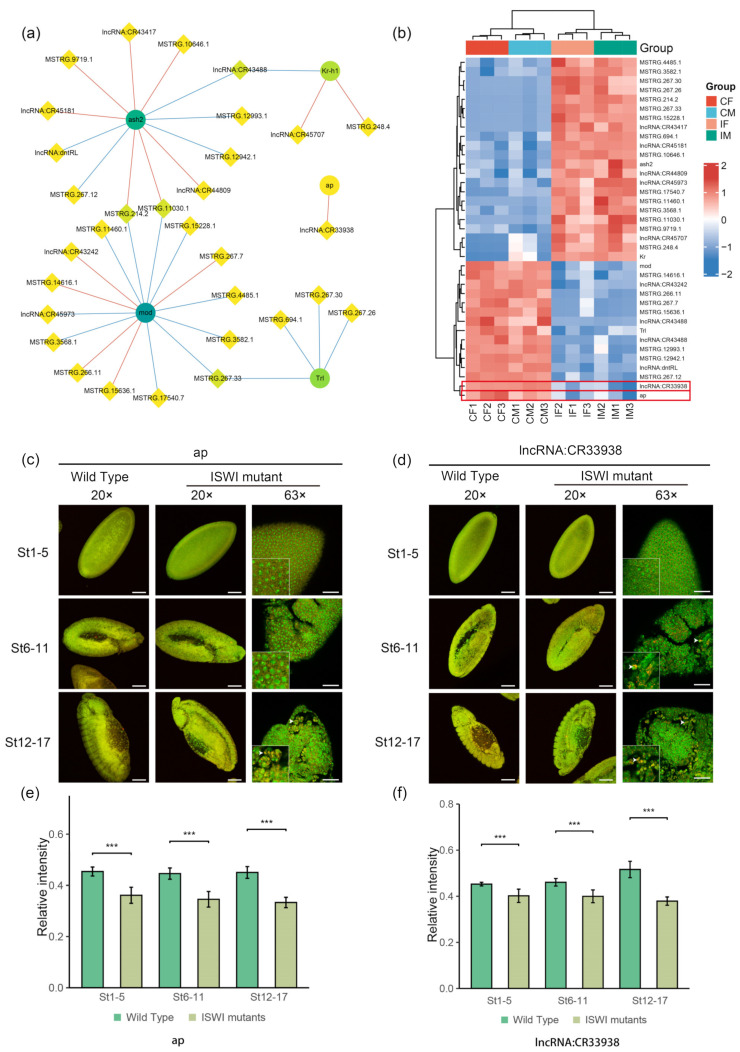
A possible interactor of DE-lncRNAs associated with trans-acting dosage-sensitive factors. (**a**) Network diagram of trans-acting dosage-sensitive factors and their co-expressed lncRNAs. The diamond nodes represent lncRNAs, and the circle nodes represent mRNAs. The darker the color of node, the higher the degree of connection (the more co-expressed interactions). The red edge represents a positive correlation and the blue edge represents a negative correlation. (**b**) Clustering heat map of trans-acting dosage-sensitive factors and lncRNA expression levels in Figure 7a. (**c**,**d**) TSA-FISH results of ap (**c**) and lncRNA:CR33938 (**d**) in wild-type and mutant *Drosophila* embryos. 20× Scale bars, 80 μm. The genotype of the sample is shown in the horizontal axis above, and the development stage of the sample is shown in the left vertical axis. The red pseudo-color is the signal from Probe and the green pseudo-color is the signal from nucleus. RNA subcellular Location Patterns in mutant *Drosophila*. 63× Scale bars, 30 μm. The white arrow head represents the subcellular localization of the probe signal. (**e**,**f**) Relative fluorescence intensity of ap (**e**) and CR33938 (**f**) signals in wild-type and mutant *Drosophila* embryos. The relative fluorescence intensity was calculated by the ratio of RNA signal to DAPI signal. The asterisk *** indicates *p* < 0.001 for the two-tailed student *t* test.

**Figure 8:**
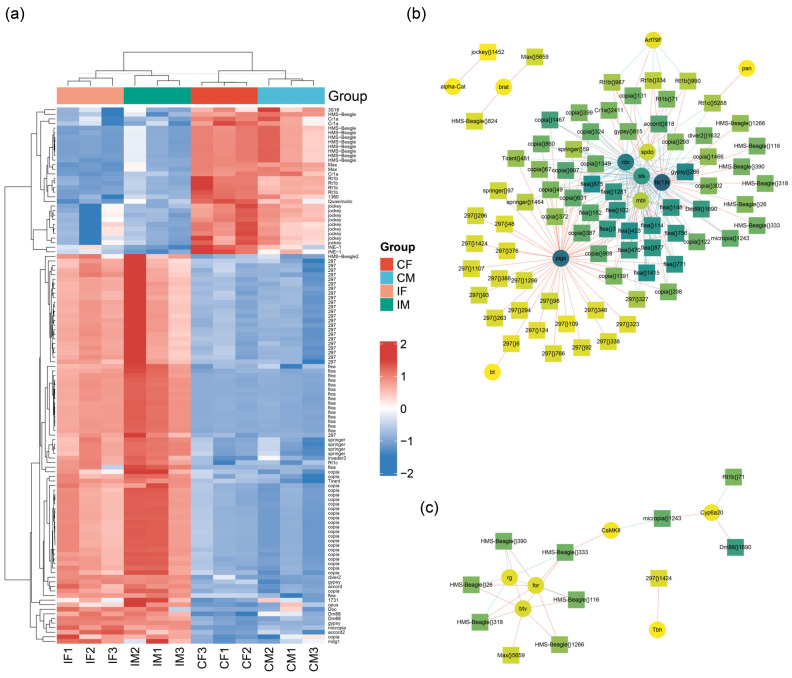
Differentially expressed transposons and co-expressed mRNAs. (**a**) Heat maps of differentially expressed transposon (baseMean > 500) expression level in *ISWI* mutant lines. Network of transposons associated with co-expressed mRNAs associated with growth and development (**b**) or chromatin remodeling (**c**). The pink line means positively correlated, and the blue line means negatively correlated.

## Data Availability

The sequencing data has been deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/, accession no. GSE201291, accessed on 23 April 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23116247/s1.

## References

[1] Tsukiyama T., Danial C., Tamkun J., Wu C. (1995). ISWI, a member of the SWI2/SNF2 ATPase family, encodes the 140 kDa subunit of the nucleosome remodeling factor. Cell.

[2] Li Y., Gong H., Wang P., Zhu Y., Peng H., Cui Y., Li H., Liu J., Wang Z. (2021). The emerging role of ISWI chromatin remodeling complexes in cancer. J. Exp. Clin. Cancer Res..

[3] Borner K., Jain D., Vazquez-Pianzola P., Vengadasalam S., Steffen N., Fyodorov D.V., Tomancak P., Konev A., Suter B., Becker P.B. (2016). A role for tuned levels of nucleosome remodeler subunit ACF1 during *Drosophila* oogenesis. Dev. Biol..

[4] Klinker H., Mueller-Planitz F., Yang R.L., Forne I., Liu C.F., Nordenskiold L., Becker P.B. (2014). ISWI Remodelling of Physiological Chromatin Fibres Acetylated at Lysine 16 of Histone H4. PLoS ONE.

[5] Mizuguchi G., Tsukiyama T., Wisniewski J., Wu C. (1997). Role of nucleosome remodeling factor NURF in transcriptional activation of chromatin. Mol. Cell.

[6] Mizutani R., Wakamatsu A., Tanaka N., Yoshida H., Tochigi N., Suzuki Y., Oonishi T., Tani H., Tano K., Ijiri K. (2012). Identification and characterization of novel genotoxic stress-inducible nuclear long noncoding RNAs in mammalian cells. PLoS ONE.

[7] Li T., Mo X., Fu L., Xiao B., Guo J. (2016). Molecular mechanisms of long noncoding RNAs on gastric cancer. Oncotarget.

[8] Scheuermann J.C., Boyer L.A. (2013). Getting to the heart of the matter: Long non-coding RNAs in cardiac development and disease. EMBO J..

[9] Statello L., Guo C.J., Chen L.L., Huarte M. (2021). Gene regulation by long non-coding RNAs and its biological functions. Nat. Rev. Mol. Cell Biol..

[10] Camilleri-Robles C., Amador R., Klein C.C., Guigo R., Corominas M., Ruiz-Romero M. (2022). Genomic and functional conservation of lncRNAs: Lessons from flies. Mamm. Genome.

[11] Yang F., Deng X., Ma W., Berletch J.B., Rabaia N., Wei G., Moore J.M., Filippova G.N., Xu J., Liu Y. (2015). The lncRNA Firre anchors the inactive X chromosome to the nucleolus by binding CTCF and maintains H3K27me3 methylation. Genome Biol..

[12] Seila A.C., Calabrese J.M., Levine S.S., Yeo G.W., Rahl P.B., Flynn R.A., Young R.A., Sharp P.A. (2008). Divergent transcription from active promoters. Science.

[13] Hartford CCR L.A. (2020). When Long Noncoding Becomes Protein Coding. Mol. Cell Biol..

[14] Meller V.H., Rattner B.P. (2002). The roX genes encode redundant male-specific lethal transcripts required for targeting of the MSL complex. EMBO J..

[15] Lv Y., Hu F., Zhou Y., Wu F., Gaut B.S. (2019). Maize transposable elements contribute to long non-coding RNAs that are regulatory hubs for abiotic stress response. BMC Genom..

[16] Marsano R.M., Dimitri P. (2022). Constitutive Heterochromatin in Eukaryotic Genomes: A Mine of Transposable Elements. Cells.

[17] Percharde M., Sultana T., Ramalho-Santos M. (2020). What Doesn’t Kill You Makes You Stronger: Transposons as Dual Players in Chromatin Regulation and Genomic Variation. Bioessays.

[18] McCullers T.J., Steiniger M. (2017). Transposable elements in *Drosophila*. Mob. Genet. Elem..

[19] SanMiguel P., Tikhonov A., Jin Y.K., Motchoulskaia N., Zakharov D., Melake-Berhan A., Springer P.S., Edwards K.J., Lee M., Avramova Z. (1996). Nested retrotransposons in the intergenic regions of the maize genome. Science.

[20] Lander E.S., Linton L.M., Birren B., Nusbaum C., Zody M.C., Baldwin J., Devon K., Dewar K., Doyle M., FitzHugh W. (2001). Initial sequencing and analysis of the human genome. Nature.

[21] Tenaillon M.I., Hufford M.B., Gaut B.S., Ross-Ibarra J. (2011). Genome size and transposable element content as determined by high-throughput sequencing in maize and *Zea luxurians*. Genome Biol. Evol..

[22] Barron M.G., Fiston-Lavier A.S., Petrov D.A., Gonzalez J. (2014). Population genomics of transposable elements in *Drosophila*. Annu. Rev. Genet..

[23] Lannoy N., Hermans C. (2016). Principles of genetic variations and molecular diseases: Applications in hemophilia A. Crit. Rev. Oncol. Hematol..

[24] Pedro D.L.F., Lorenzetti A.P.R., Domingues D.S., Paschoal A.R. (2018). PlaNC-TE: A comprehensive knowledgebase of non-coding RNAs and transposable elements in plants. Database.

[25] Moschall R., Gaik M., Medenbach J. (2017). Promiscuity in post-transcriptional control of gene expression: *Drosophila* sex-lethal and its regulatory partnerships. FEBS Lett..

[26] Haussmann I.U., Bodi Z., Sanchez-Moran E., Mongan N.P., Archer N., Fray R.G., Soller M. (2016). m(6)A potentiates Sxl alternative pre-mRNA splicing for robust *Drosophila* sex determination. Nature.

[27] Corona D.F., Clapier C.R., Becker P.B., Tamkun J.W. (2002). Modulation of ISWI function by site-specific histone acetylation. EMBO Rep..

[28] Judd J., Duarte F.M., Lis J.T. (2021). Pioneer-like factor GAF cooperates with PBAP (SWI/SNF) and NURF (ISWI) to regulate transcription. Genes Dev..

[29] Prabhakaran M., Kelley R.L. (2012). Mutations in the transcription elongation factor SPT5 disrupt a reporter for dosage compensation in Drosophila. PLoS Genet..

[30] Espinas M.L., Canudas S., Fanti L., Pimpinelli S., Casanova J., Azorin F. (2000). The GAGA factor of *Drosophila* interacts with SAP18, a Sin3-associated polypeptide. EMBO Rep..

[31] Shaffer C.D., Stephens G.E., Thompson B.A., Funches L., Bernat J.A., Craig C.A., Elgin S.C. (2002). Heterochromatin protein 2 (HP2), a partner of HP1 in *Drosophila* heterochromatin. Proc. Natl. Acad. Sci. USA.

[32] Sharp K.A., Khoury M.J., Wirtz-Peitz F., Bilder D. (2021). Evidence for a nuclear role for *Drosophila* Dlg as a regulator of the NURF complex. Mol. Biol. Cell.

[33] Erickson J.W. (2016). Primary Sex Determination in *Drosophila* melanogaster Does Not Rely on the Male-Specific Lethal Complex. Genetics.

[34] Slack C., Alic N., Foley A., Cabecinha M., Hoddinott M.P., Partridge L. (2015). The Ras-Erk-ETS-Signaling Pathway Is a Drug Target for Longevity. Cell.

[35] Lee J., Yoo E., Lee H., Park K., Hur J.H., Lim C. (2017). LSM12 and *ME31B*/DDX6 Define Distinct Modes of Posttranscriptional Regulation by ATAXIN-2 Protein Complex in *Drosophila* Circadian Pacemaker Neurons. Mol. Cell.

[36] Nakamura A., Amikura R., Hanyu K., Kobayashi S. (2001). *Me31B* silences translation of oocyte-localizing RNAs through the formation of cytoplasmic RNP complex during *Drosophila* oogenesis. Development.

[37] Ray M., Acharya S., Shambhavi S., Lakhotia S.C. (2019). Over-expression of Hsp83 in grossly depleted *hsromge* lncRNA background causes synthetic lethality and l(2)gl phenocopy in *Drosophila*. J. Biosci..

[38] Lécuyer E., Yoshida H., Parthasarathy N., Alm C., Babak T., Cerovina T., Hughes T.R., Tomancak P., Krause H.M. (2007). Global analysis of mRNA localization reveals a prominent role in organizing cellular architecture and function. Cell.

[39] Wilk R., Hu J., Blotsky D., Krause H.M. (2016). Diverse and pervasive subcellular distributions for both coding and long noncoding RNAs. Genes Dev..

[40] Meyer W.J., Schreiber S., Guo Y., Volkmann T., Welte M.A., Muller H.A. (2006). Overlapping functions of argonaute proteins in patterning and morphogenesis of *Drosophila* embryos. PLoS Genet..

[41] Hammond S.M., Boettcher S., Caudy A.A., Kobayashi R., Hannon G.J. (2001). Argonaute2, a link between genetic and biochemical analyses of RNAi. Science.

[42] Bhadra M.P., Bhadra U., Kundu J., Birchler J.A. (2005). Gene expression analysis of the function of the male-specific lethal complex in *Drosophila*. Genetics.

[43] Xie W., Birchler J.A. (2012). Identification of Inverse Regulator-a (Inr-a) as Synonymous with Pre-mRNA Cleavage Complex II Protein (Pcf11) in *Drosophila*. G3.

[44] Yoo B., Kim H.Y., Chen X., Shen W., Jang J.S., Stein S.N., Cormier O., Pereira L., Shih C.R.Y., Krieger C. (2021). 20-hydroxyecdysone (20E) signaling regulates amnioserosa morphogenesis during *Drosophila* dorsal closure: EcR modulates gene expression in a complex with the AP-1 subunit, Jun. Biol. Open.

[45] Keegan S.E., Hughes S.C. (2021). Role of nuclear-cytoplasmic protein localization during *Drosophila* neuroblast development. Genome.

[46] Arama E., Dickman D., Kimchie Z., Shearn A., Lev Z. (2000). Mutations in the beta-propeller domain of the *Drosophila* brain tumor (brat) protein induce neoplasm in the larval brain. Oncogene.

[47] Perkins A.D., Tanentzapf G. (2014). An ongoing role for structural sarcomeric components in maintaining *Drosophila* melanogaster muscle function and structure. PLoS ONE.

[48] Li D., Liu J., Liu W., Li G., Yang Z., Qin P., Xu L. (2017). The ISWI remodeler in plants: Protein complexes, biochemical functions, and developmental roles. Chromosoma.

[49] Yaniv M. (2014). Chromatin remodeling: From transcription to cancer. Cancer Genet..

[50] Luger K., Mader A.W., Richmond R.K., Sargent D.F., Richmond T.J. (1997). Crystal structure of the nucleosome core particle at 2.8 A resolution. Nature.

[51] Misteli T. (2007). Beyond the sequence: Cellular organization of genome function. Cell.

[52] Clapier C.R. (2021). Sophisticated Conversations between Chromatin and Chromatin Remodelers, and Dissonances in Cancer. Int. J. Mol. Sci..

[53] Jandura A., Krause H.M. (2017). The New RNA World: Growing Evidence for Long Noncoding RNA Functionality. Trends Genet..

[54] Grote P., Wittler L., Hendrix D., Koch F., Währisch S., Beisaw A., Macura K., Bläss G., Kellis M., Werber M. (2013). The tissue-specific lncRNA Fendrr is an essential regulator of heart and body wall development in the mouse. Dev. Cell.

[55] Constanty F., Shkumatava A. (2021). lncRNAs in development and differentiation: From sequence motifs to functional characterization. Development.

[56] Li K., Tian Y., Yuan Y., Fan X., Yang M., He Z., Yang D. (2019). Insights into the Functions of LncRNAs in *Drosophila*. Int. J. Mol. Sci..

[57] Zhao W., Geng D., Li S., Chen Z., Sun M. (2018). LncRNA HOTAIR influences cell growth, migration, invasion, and apoptosis via the miR-20a-5p/HMGA2 axis in breast cancer. Cancer Med..

[58] Drummond-Barbosa D. (2019). Local and Physiological Control of Germline Stem Cell Lineages in *Drosophila* melanogaster. Genetics.

[59] Birchler J.A. (2016). Parallel Universes for Models of X Chromosome Dosage Compensation in *Drosophila*: A Review. Cytogenet. Genome Res..

[60] Finnegan D.J. (1989). Eukaryotic transposable elements and genome evolution. Trends Genet..

[61] Pradhan R.K., Ramakrishna W. (2022). Transposons: Unexpected players in cancer. Gene.

[62] Zhang S., Qi H., Huang C., Yuan L., Zhang L., Wang R., Tian Y., Sun L. (2021). Interaction of Male Specific Lethal complex and genomic imbalance on global gene expression in *Drosophila*. Sci. Rep..

[63] Lecuyer E., Parthasarathy N., Krause H.M. (2008). Fluorescent in situ hybridization protocols in *Drosophila* embryos and tissues. Methods Mol. Biol..

[64] Xiao H., Yuan Z., Guo D., Hou B., Yin C., Zhang W., Li F. (2015). Genome-wide identification of long noncoding RNA genes and their potential association with fecundity and virulence in rice brown planthopper, *Nilaparvata lugens*. BMC Genom..

[65] Pertea M., Kim D., Pertea G.M., Leek J.T., Salzberg S.L. (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat. Protoc..

[66] Pertea M., Pertea G.M., Antonescu C.M., Chang T.C., Mendell J.T., Salzberg S.L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[67] Chen L., Shi G., Chen G., Li J., Li M., Zou C., Fang C., Li C. (2019). Transcriptome Analysis Suggests the Roles of Long Intergenic Non-coding RNAs in the Growth Performance of Weaned Piglets. Front. Genet..

[68] Kong L., Zhang Y., Ye Z.Q., Liu X.Q., Zhao S.Q., Wei L., Gao G. (2007). CPC: Assess the protein-coding potential of transcripts using sequence features and support vector machine. Nucleic Acids Res..

[69] Finn R.D., Clements J., Arndt W., Miller B.L., Wheeler T.J., Schreiber F., Bateman A., Eddy S.R. (2015). HMMER web server: 2015 update. Nucleic Acids Res..

[70] Pirooznia M., Perkins E.J., Deng Y. (2008). Batch Blast Extractor: An automated blastx parser application. BMC Genom..

[71] Szklarczyk D., Gable A.L., Lyon D., Junge A., Wyder S., Huerta-Cepas J., Simonovic M., Doncheva N.T., Morris J.H., Bork P. (2019). STRING v11: Protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res..

[72] Shannon P., Markiel A., Ozier O., Baliga N.S., Wang J.T., Ramage D., Amin N., Schwikowski B., Ideker T. (2003). Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Res..

How the deposited data were processed for this re-analysis (not part of the article)

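RNA sequencing was analyzed for the third instar larvae of 4 groups, control females, control males, *ISWI* mutant females and *ISWI* mutant males, with 3 libraries per group and about 20 larvae per library. The groups were taken from the column names and the labels of the libraries, and none of the 12 libraries was left out. The authors removed ribosomal RNA, sequenced paired ends, trimmed the reads with Trimmomatic, mapped them with HISAT2, assembled and quantified transcripts with StringTie, compared them with the annotation with gffcompare and filtered the assembled transcripts by exon number, length, coding potential and protein similarity. The values deposited by the authors are a signal: the read counts of each transcript normalized in DESeq2, that is, divided by one size factor per library. Each value is a whole multiple of the step that 1 read is worth in its library. With this step, 100% of the values of up to 1000 reads were whole within 0.01, and size factors computed from the recovered reads differed from the deposited ones by at most a relative 3.8e-09.

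The depth recovered in this way, between 89290368 and 119202607 reads per library, sets the precision of a single library: a transcript with at most 3 reads was treated as at the limit of detection. A fold against a group whose libraries are all at or under this limit is given as a lower bound, computed against 3 reads. StringTie shares the reads of overlapping or near-identical transcripts, so transcripts of a locus and insertions of a TE family are not independent measurements.

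The design written for the comparison assumed raw counts and named the edgeR quasi-likelihood test. Since the values are normalized, the main test was limma (version 3.58.1, in R 4.3.3) on log2(normalized count + 1), with one mean per group, an intensity trend in the empirical Bayes step, and Benjamini-Hochberg adjustment over the transcripts with a normalized count of at least 10 in at least 3 libraries. The effect of the mutation was tested in females, in males, over both sexes with sex as a covariate, and as an interaction of sex and genotype. DESeq2 (version 1.42.0) and the edgeR quasi-likelihood test (version 4.0.16) were run on the recovered reads as alternatives. Although edgeR was the test first named, its use as an alternative on the recovered reads was added after the data were seen. The edgeR log2 fold changes used for the ratio distributions were planned. DESeq2 called 8433 transcripts in females and 8529 in males, and edgeR called 3393 and 3314. TE families were tested with limma on the normalized counts summed over their insertions. Single values per library were compared by exact permutation tests, which for 3 libraries against 3 give a two-sided p of 0.1 or more.

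The tests were tried on simulated counts for 35284 transcripts, drawn from the means and library sizes of the real libraries, with 200 transcripts changed by known folds. The counts were negative binomial with dispersions estimated by edgeR. Apart from the changes, each transcript had the same mean in all groups, without an effect of sex. The real libraries differ from this setting, so the rates of false calls may not carry over to them. The limma test recovered 103 (51.5%) of the 200, all in the right direction, with 13 false calls, and made 0 calls in a contrast without changes. The edgeR test recovered 84 with 4 false calls, and 0 calls in the contrast without changes. DESeq2 recovered 147 with 296 false calls, and made 225 calls in the contrast without changes.

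The rule for the transcripts named was fixed in advance: those the paper names for its RNA-seq data, and in each sex the 3 with the largest rise and the 3 with the largest fall among those called whose mutant libraries all lie on one side of the control libraries. Of the names in the paper, only the TE insertions Max{}5659 and 297{}6 and the assembled lncRNAs of its networks are in the table, which holds identifiers without gene names for the known transcripts. No annotation that links these identifiers to genes, transcript classes or chromosomes was used here. Known mRNAs and lncRNAs were therefore not separated. The expression of *ISWI* itself, X-linked and autosomal transcripts, functional enrichment and the co-expression of named genes were not analyzed here. The in situ hybridization of embryos was not analyzed here either.

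The replicate numbers 1 to 3 come from the library names. They stand for different larvae in each group, so the main fit has no block. Among same-numbered libraries of the 2 genotypes, the correlation of deviations from the group means was on average 0.0042 in females and 0.090 in males. For the male libraries of replicate 2 it was 0.186. The alternatives tried were DESeq2, edgeR, TMM normalization, no filter on low counts, at least 10 reads in every library, each sex fitted separately, the replicate number as a block, a minimum absolute log2 fold change of 1, other pseudocounts, and leaving out each library in turn. In the ratio distributions, other minimum means were tried as well.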

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

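The tests in this part were chosen only after the result they examine was seen, apart from the comparison with other groupings, and what each would show was written before its own value was seen. The alternatives named here were set before the data were examined, apart from the edgeR test and the pseudocounts 0.1 and 5, which were added after the data were seen.

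The effect of the mutation differed between the sexes, tested as an interaction of sex and genotype, for 282 transcripts, of which 44 had the higher log2 fold change in males and 238 the lower. The log2 fold changes had opposite signs in the sexes for 247 of them. To see whether other groupings give as many, the additive effect of sex was removed and the sexes of same-numbered libraries were exchanged within each genotype: with that effect removed, the real assignment gave 256 calls rather than 282. It was the 1 of the 32 assignments with as many, and the others gave at most 13. TMM normalization gave 284 calls. Transcripts limited to males made up 35.8% of the interaction calls (101 of 282) and held 94 of the 238 lower in males. They were 1115 of the 35284 tested transcripts, so they were over-represented among the calls. Most of the calls are still outside this class. The number depends strongly on the libraries and the model: it was 1303 without mutant male replicate 2 and 80 without control male replicate 1, and 3 with a replicate block. Mutant male replicate 2 lay apart from the other mutant males in the PCA. A response that differs between the sexes may be biological, but it cannot be told apart here from the make-up of the mutant male libraries, since a mixture of larvae was not excluded (see the 110 transcripts among the observations), nor from the strain background, which differs between mutants and controls.

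The median log2 ratio over all transcripts was above 0 in every mutant female library, with a mean of 0.03 ± 0.01 (SD, n = 3), and below 0 in every mutant male library, with a mean of -0.0947 ± 0.0165 (SD, n = 3). The libraries of a sex share the same control mean, so these SDs leave out the spread of the control libraries. The difference between the sexes was not tested. Under TMM normalization the medians of the group ratios stayed on opposite sides of 0, at 0.02 in females and -0.11 in males. Without transcripts limited to males, the median in males was -0.0419, so these transcripts lower it but the sign stays. In females the sign was not stable: with a minimum mean of 10 the median was -0.0152, and from edgeR log2 fold changes it was 0. The shift in females is small against these choices, and a fall in males may be a global one or reflect scaling by size factors, which fixes only relative levels.

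The assembled transcript MSTRG.5478.3 fell more in mutant females than in mutant males, with an interaction of 9.80 (standard error 1.27, adjusted p = 0.0066 from limma). Its log2 fold change was -12.60 in females (adjusted p = 1.3e-05) and -2.79 in males (adjusted p = 0.061). Across the alternatives, the log2 fold change in females was between -15.08 and -10.54, with adjusted p between 1.8e-20 and 0.0016. It was lower in 3 of 3 mutant libraries in each sex. In females, reads did not pass to the other assembled transcript of the locus, which was at 0 in both groups. The sum over the locus also had a log2 fold change of -12.60 in females. In males the other transcript went from 0 in controls to a mean of 142 in mutants, although it did not pass the filter on low counts. The sum had a log2 fold change of -1.93 in males (adjusted p = 0.19 from limma), so a shift between the 2 transcripts in males is not excluded. The interaction of the sum was 10.66 (adjusted p = 0.0047). Known transcripts that overlap the locus were not examined, because the table gives no positions. MSTRG.5478.3 was present in all 3 mutant male libraries, with a mean of 152. A variant of the mutant strain that hides it therefore does not by itself give the difference between the sexes.

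Among TE families that the paper names neither in its text nor in Fig. 8, 5 changed by a log2 fold change of at least 2 in both sexes with adjusted p-values under 0.05, all upward. In females the log2 fold change was 2.10 for G3, 2.21 for gypsy3, 3.00 for invader4, 2.40 for RR51007 and 2.38 for RR51475. In males it was 2.18 for G3, 2.42 for gypsy3, 3.43 for invader4, 3.45 for RR51007 and 2.37 for RR51475. Under TMM normalization 5 of the 5 kept their direction and an adjusted p-value under 0.05 in both sexes, but its factors differ from the size factors by 0.974 to 1.03 times, too little to move changes of this size, so this is no test of normalization. RR51007 and RR51475 are single insertions whose symbols name no family. Each was counted as a family of its own, and it was not examined whether they belong to a named family. In the other 3, 13 of the 17 tested insertions (76.5%) had a positive log2 fold change. This could reflect a rise of the whole family, but insertions share reads, so a few additional copies in the mutant strain would also raise the others, and the rise cannot be told apart from a difference in insertions between the strains.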

How the results depend on the processing

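The tests of other groupings in this part were planned before their results were seen, and the edgeR test, the pseudocounts 0.1 and 5, the DESeq2 test of TE families and the leave-one-out fits of the shares of squared distance were chosen after the data were seen. No direction was reversed under any alternative run among the log2 fold changes of the named transcripts and TE families.

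With DESeq2, 8433 transcripts were DE in females against 4518, 6241 of them known, 1371 assembled and 821 TE insertions, and in males 1374 assembled transcripts and 742 TE insertions were DE. Transcripts higher in mutants of both sexes numbered 2471 against 1546, and those lower in both 2001 against 1131. The interaction of sex and genotype was called for 1940 transcripts against 282, and for 8 TE families against 0. Of the calls of the limma test, 97.2% in females and 88.8% in males were also called by DESeq2, and 0 in the opposite direction. In the test on simulated counts DESeq2 made 225 calls in a contrast without changes, against 0 for limma. Those counts had no effect of sex and few changed transcripts, so this does not tell how many of the 8433 calls are false. With the edgeR quasi-likelihood test, 3314 transcripts were DE in males against 5726, 2401 of them known and 579 assembled, the interaction was called for 52, and TE insertions were 10.0% of the DE transcripts against 8.54%. With at least 10 reads in every library, 3420 transcripts were DE in males, 2762 of them known and 336 assembled, 345 assembled transcripts were DE in females, the interaction was called for 14, and the TE share was 9.81%. This filter leaves out transcripts that are absent from one group. Without a filter on low counts the TE share was 9.53%. With each sex fitted separately, 4821 transcripts were DE in females, and 3042 in males, 2169 of them known and 218 TE insertions, so the order of the sexes was reversed; it was also reversed with edgeR, with 3393 in females. In the separate fits 859 were higher and 535 lower in mutants of both sexes. The cause of these shifts was not tested.

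With the replicate block, 3996 transcripts were DE in females and 4842 in males, within 1.5 times the numbers without it, and the interaction was called for 3 transcripts and 1 TE family. The mean correlation of same-numbered libraries was 0.0042 in females, so the numbers do not pair the female libraries. There the fewer calls are not read as a weaker effect. In males the mean was 0.090, with 0.0073, 0.186 and 0.077 for replicates 1, 2 and 3. A difference shared by the male libraries of replicate 2 is therefore not excluded. Whether it accounts for the fewer calls in males and for the interaction was not tested. The share of up-regulated among the DE transcripts was 55.6% in females and 43.8% in males, and 57.9% and 47.4% with the block. TMM normalization gave 55.9% and 42.2%, DESeq2 54.7% and 48.5%, and edgeR 59.4% and 49.9%.

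The median absolute log2 ratio was 0.77 in females and 0.85 in males. It was 0.75 and 0.82 with a minimum mean of 10, and 0.82 and 0.87 from edgeR log2 fold changes, so it stayed higher in males. The median log2 ratio in females was -0.0152 with a minimum mean of 10 and 0 from edgeR, against 0.0168, and in males it was -0.11 under TMM normalization and -0.12 from edgeR, against -0.08. Genotype explained 23.9% of the squared distance with a pseudocount of 0.5, against 25.9%. With at least 10 reads in every library, genotype explained 38.1% and sex 11.7%, against 22.6%.

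Leaving out each replicate in turn gave from 2732 to 3498 DE transcripts in females, 1852 to 2489 of them known, 583 to 686 assembled and 297 to 357 TE insertions. In males it gave from 3299 to 6473, with 2346 to 5133 known, 646 to 925 assembled and 307 to 415 TE insertions, the highest without mutant male replicate 2. Over both sexes it gave from 6747 to 8355, and for the interaction from 80 to 1303. TE families ranged from 37 to 45 in females, 35 to 44 in males, 53 to 71 over both sexes and 0 to 2 for the interaction. The median absolute log2 ratio ranged from 0.77 to 0.82 in females and 0.84 to 0.90 in males, the median log2 ratio from 0.0015 to 0.0258 and from -0.107 to -0.0656. Genotype explained from 25.6% to 28.7% and sex from 21.8% to 26.3%. These fits have 2 libraries in one of the groups.

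Among the other values, 497 were recomputed under the alternatives that keep all replicates: 450 stayed, 44 moved and 3 were weaker. Without a replicate, 259 of 300 stayed, 31 moved, 9 were weaker and 1 stronger. The weaker ones include 297{}6 and the jockey family in females, and the stronger one is the Rt1b family in males.

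Splits of the libraries were compared with the real grouping. In females, 1 of the 4 splits that part all same-numbered libraries gave as many DE transcripts as the real one, the others at most 7, and the 6 splits that part 1 pair gave at most 14. In males it was also 1 of 4, with at most 7 for the others and at most 52 for the 6. With 3 libraries against 3, such a share cannot be small enough to exclude an accident of grouping. For genotype over both sexes, 1 of 32 splits gave as many as the real 8099, and the others at most 6.

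Some alternatives were not run. Counts were not summed per gene, because the table does not pair transcripts with genes. The comparison of lncRNAs with mRNAs by another test, the alternatives for co-expressed pairs and those for gene families were not run, because the table does not name the genes or separate the classes. The depth leaves transcripts of at most 3 reads undetected, so a transcript at 0 may be present at a low level, and 15 of the 51 assembled lncRNAs of the networks were at or under this limit in all controls.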

Differences from the paper's values

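The comparisons in this part are of counts and ranks, and the ranking among families with at least 5 insertions was chosen after the result was seen. The alternatives for the Rt1b and jockey families include the edgeR test, the DESeq2 test of families and the pseudocounts 0.1 and 5, chosen after the data were seen. The counts below cover known and assembled transcripts without separating mRNAs from lncRNAs. The paper reports 6964 DE mRNAs in mutant females, and 4033 transcripts were found here. Its 3814 up-regulated mRNAs in females stand against 2210, and its 3150 down-regulated mRNAs against 1823. For mutant males the paper reports 3238 up-regulated mRNAs, and 2120 transcripts were found. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of these 4 values, with 7612, 4135, 3477 and 3565; TMM normalization, the other filters, separate fits of the sexes, the block and the fold-change minimum did not.

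For known transcripts, the paper's 4148 up-regulated in either sex stand against 2398 here, and its 1582 up-regulated in both sexes against 1011. Its 1423 down-regulated in both sexes stand against 833. With DESeq2 these were 4502, 1689 and 1517, which are within 1.5 times of the paper's values, and the other alternatives set before the data were examined were not. The paper gives copia rank 4 by the share of DE insertions in the family, and its rank here was 14. No alternative closed this difference: the rank was 21 with DESeq2, and 9 with the block. All of these ranks count single insertions whose symbols name no family as families, and a ranking without them was not made. Among families with at least 5 insertions its rank was 1.

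The paper states that TEs of the Rt1b and jockey families were down-regulated in the mutants, from DE insertions with a mean above 500. All 5 DE insertions of Rt1b and all 11 of jockey above this mean were down-regulated here, 4 and 1 of them in males. For the sums over whole families in males, log2 fold changes of -0.53 (adjusted p = 0.096 from limma) for Rt1b and -0.38 (adjusted p = 0.21) for jockey did not pass the threshold. For Rt1b in males the adjusted p was between 0.0037 and 0.25 over the alternatives, and passed the threshold without mutant male replicate 2; for jockey in males it was between 0.15 and 0.40, and did not pass under any alternative run. The paper places Burdock, flea, 297 and Tirant among the leading 10 families by number and by share. By number Burdock had rank 13 here. By share among all families, Tirant had rank 15, flea 16, Burdock 19 and 297 22, and among families with at least 5 insertions they were within the leading 10. The paper states that gaps between the samples of a group were small for mRNAs and larger in male mutants for lncRNAs. For known transcripts the mean gap of mutant males on the PCA was 106, against 14.9 to 41.8 in the other groups. The paper describes similar numbers of up-regulated and down-regulated lncRNAs around *AGO2*. Of the 43 assembled lncRNAs tested, with labels read from the figure by eye, 27 were higher and 16 lower in mutants. The known lncRNAs of that network, which the paper's statement includes, are not in these numbers, so the sets differ. A single locus gave 12 of the assembled lncRNAs, 3 higher and 9 lower. The paper's copia rank by number, 3, was also found with most alternatives, but was 6 with DESeq2.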

Other observations

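Of the tests in this part, those on normalization for the male-limited transcripts, on females in the mutant male libraries, on isoforms of a locus and on a single TE family were chosen only after the result was seen. The others were planned before their own values were seen. All were run on the same data that raised them, so the explanations below are hypotheses.

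There were 1669 transcripts limited to males, with at most 3 reads in every female library and a mean normalized count of at least 10 in males: 1220 known, 444 assembled and 5 TE insertions. Their median log2 ratio of mutant to control males was -2.28, against 0.00 for the 30584 transcripts found in both sexes, and 612 were down-regulated and 14 up-regulated among the 1115 tested. In all 3 of 3 mutant male libraries the median of log2(normalized count + 1) was below that of every control male library (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The medians were 5.69, 6.05 and 5.40 in control males and 0, 4.84 and 0 in mutant males, so replicate 2 differed from replicates 1 and 3. Under TMM normalization the difference from the transcripts of both sexes was -2.30, but a factor per library shifts both sets alike, so this value could not have come out otherwise and is no test of normalization. Depth does not account for the fall: 0 of 1000 draws of transcripts of both sexes with matched counts had a median as low. A general loss of transcripts limited to one sex was not seen, since the 326 limited to females had a median log2 ratio of 1.29 in mutant females. To see whether mutant male libraries hold females, the 1696 transcripts absent from control females and present in every control male library were counted at or above the lowest control male value. The lowest of the mutant male libraries had 110 of them, and the highest of the mutant female libraries 55. Above 3 reads, mutant male libraries held 56.9% to 91.4% of them and mutant female libraries 10.7% to 31.2% (181 to 529 transcripts), so mutant females are not free of them and are an imperfect reference for females. The mutant male libraries hold more than females alone would by this reference, but larvae of both sexes in one library could give this value, so a mixture cannot be told apart from a loss of male-limited transcripts in the mutants. A tissue of origin was not tested.

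In mutant males, down-regulated transcripts outnumbered up-regulated ones in the limma test, 3219 against 2507, but this excess was not stable. It was larger with a pseudocount of 5, 4025 against 2734, without mutant male replicate 2, 4035 against 2438, and under TMM normalization, 3349 against 2443. It was smaller with other tests, 1661 against 1653 with edgeR and 4394 against 4135 with DESeq2, and with at least 10 reads in every library up-regulated transcripts were more numerous, 1749 against 1671. They were also more numerous without control male replicate 1, 2 or 3, at 1771 against 1528, 1916 against 1570 and 2035 against 1812. In the limma test on all libraries, leaving out the transcripts limited to males gave 2607 down-regulated and 2493 up-regulated, a difference of 114, so most of the excess in that test lies in them. In females 2513 were up-regulated and 2005 down-regulated.

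Assembled transcripts switched with genotype more often than known ones. Transcripts with at most 3 reads in all libraries of one genotype and at least 10 in all of the other made up 3.00% of 5957 assembled transcripts, with 95 present in mutants alone and 84 in controls alone. They made up 0.142% of 30954 known transcripts, with 25 present in mutants alone and 19 in controls alone. Low counts do not account for this: in 0 of 1000 draws did known transcripts matched on mean counts switch as often, and their share was between 0.0671% and 0.252% in 95% of the draws. Isoforms of one locus trading reads could give loci with switches in both directions, but 1000 of 1000 shuffles of the directions gave at least as many such loci as the 3 found among 30 loci with several switches, so the switching transcripts of a locus tended to go in one direction. Trading with known transcripts or with transcripts that do not switch was not examined. A candidate explanation is that transcripts were assembled from these same libraries, so an assembly present in one strain enters the table only through that strain; the table offers no test of this. A strain variant against the reference was not tested either.

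The log2 ratios of assembled transcripts were wider than those of known transcripts, with interquartile ranges of 1.97 and 1.95 against 1.47 and 1.64. Matched on mean counts, 0 of 1000 draws of known transcripts were as wide in either sex. The paper reports a wider spread for lncRNAs, a class that was not separated here.

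The share of reads on TE insertions was 0.970% ± 0.107 (SD, n = 3) in control females, 2.48% ± 0.394 in mutant females, 0.884% ± 0.297 in control males and 4.35% ± 1.70 in mutant males. The copia family held 0.368%, 1.56%, 0.286% and 3.00%. The copia family thus carries most of the rise in both sexes. Without copia the shares were 0.602% in control females, 0.922% in mutant females, 0.598% in control males and 1.34% in mutant males, and 6 of the 6 mutant libraries still lay above every control library of the same sex, so a smaller rise remains outside this single family (two-sided exact permutation test, p = 0.1 in each sex, the smallest possible). How widely this rise is spread was not tested, and a few insertions may carry much of it. In females the mean normalized count of diver2{}1632 went from 49.9 to 107446, of RR51475 from 18361 to 97037 and of RR51007 from 11216 to 59403. Among all families, 36 were up-regulated and 18 down-regulated in females. In the 18 families with at least 5 tested insertions that rose in both sexes, a median of 80% of the insertions had a positive log2 fold change, against 54.1% of all tested insertions. Since insertions of a family share reads, this is what a rise of the whole family and additional copies in the mutant strain would both give, and the 2 cannot be told apart. The strain background of the mutants differs from that of the controls.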
